# Comparative therapeutic strategies for preventing aortic rupture in a mouse model of vascular Ehlers-Danlos syndrome

**DOI:** 10.1371/journal.pgen.1010059

**Published:** 2022-03-04

**Authors:** Anne Legrand, Charline Guery, Julie Faugeroux, Erika Fontaine, Carole Beugnon, Amélie Gianfermi, Irmine Loisel-Ferreira, Marie-Christine Verpont, Salma Adham, Tristan Mirault, Juliette Hadchouel, Xavier Jeunemaitre

## Abstract

Vascular Ehlers-Danlos syndrome is a rare inherited disorder caused by genetic variants in type III collagen. Its prognosis is especially hampered by unpredictable arterial ruptures and there is no therapeutic consensus. We created a knock-in *Col3a1*^*+/G182R*^ mouse model and performed a complete genetic, molecular and biochemical characterization. Several therapeutic strategies were also tested. *Col3a1*^*+/G182R*^ mice showed a spontaneous mortality caused by thoracic aortic rupture that recapitulates the vascular Ehlers-Danlos syndrome with a lower survival rate in males, thin non-inflammatory arteries and an altered arterial collagen. Transcriptomic analysis of aortas showed upregulation of genes related to inflammation and cell stress response. Compared to water, survival rate of *Col3a1*^*+/G182R*^ mice was not affected by beta-blockers (propranolol or celiprolol). Two other vasodilating anti-hypertensive agents (hydralazine, amlodipine) gave opposite results on aortic rupture and mortality rate. There was a spectacular beneficial effect of losartan, reversed by the cessation of its administration, and a marked deleterious effect of exogenous angiotensin II. These results suggest that blockade of the renin angiotensin system should be tested as a first-line medical therapy in patients with vascular Ehlers-Danlos syndrome.

## Author summary

Vascular Ehlers-Danlos syndrome (vEDS) is a rare vascular genetic disease leading to life-threatening arterial and colonic fragility in young adulthood. We created a new mutant mouse with a typical disease-causing variant in the gene responsible for vEDS. This mouse recapitulates the vEDS vascular features with spontaneous mortality due to aortic rupture. We also tested several antihypertensive therapeutic strategies to improve the survival of this mouse. Only one of the 5 tested medications, losartan, which blocks the activity of angiotensin II, a vasoconstricting hormone, improves the survival of this mouse. Moreover, the deleterious effect of angiotensin II administration further highlights the role of angiotensin II on susceptibility to aortic rupture in this mouse. These results support the interest of a therapeutic trial in vEDS patients using angiotensin II receptor blockers.

## Introduction

Vascular Ehlers-Danlos syndrome (vEDS, OMIM #130050) is a rare autosomal dominant inherited condition caused by genetic defects in the *COL3A1* gene coding for collagen III (OMIM *120180). Collagen III is one of the major fibrillary collagens, especially found in the arterial wall, the skin and hollow organs such as the uterus and colon [1]. The severity of vEDS is mainly explained by the occurrence of arterial dissections and ruptures as well as colonic perforations in young adulthood, reducing dramatically the life-expectancy [2]. In addition, pregnancies are characterized by prematurity and increased maternal morbidity [3]. Two types of genetic variants are causing the disease [4,5]. The most frequent type corresponds to dominant-negative variants and represents roughly 80% of symptomatic cases. They are either missense variants occurring at one of the 343 glycine residues of the triple helical domain of collagen III (https://eds.gene.le.ac.uk/home.php?select_db=COL3A1) (65% of the cases) or splice site variants leading to in-phase exon skipping (15% of the cases). Since three identical proα1(III) chains are wrapped together into the triple helix to form an homotrimer, both types of heterozygous (htz) variants result in a dominant negative effect and are responsible for the most severe vEDS cases [4,5]. Less frequently, truncating variants leading to haploinsufficiency, are responsible for a milder phenotype [4–6].

The main role of collagen in arteries is the maintenance of arterial structure and resistance to arterial blood pressure. Indeed collagen fibers are stretched at higher than normal pressures and have a protective supporting role, whereas elastic fibers characterized by their great range of extensibility limit the normal blood pressure (BP) fluctuations [7]. In vEDS patients, the marked arterial fragility caused by the deficit in collagen III is associated with thinner arterial wall and slightly increased stiffness at diastolic blood pressure [8,9]. When BP increases during physiological or pathological circumstances, the defective stiffening facilitates arterial rupture [9]. Thus, even though vEDS patients are almost always normotensive at basal state, these anomalies suggest a possible beneficial effect of BP lowering drugs [9]. The BBEST study, the only randomized open clinical trial performed to date in this rare disease demonstrated that celiprolol, a β-blocker with β1 antagonist and β2 agonist activities, could achieve a reduction in arterial morbidity and mortality [10]. More recently, the beneficial effect of this drug was also suggested in a long-term observational study with a better survival rate in patients treated with celiprolol [11]. The possible efficacy of other BP lowering drugs for reducing arterial events has not been tested in humans and is difficult to set up in a double blind randomized controlled manner because of the rarity of vEDS and of ethical issues of such trials in severe and rare conditions [2].

In the face of such difficulties, animal experimental models can be particular useful not only to explore unknown biological process but also new therapeutic schemes. Liu et al. [12] created a first constitutive *Col3a1* knock-out mouse model. Most of homozygous mutants died *in utero* or survived only few days after birth, making it unusable for physiological and pharmacological studies. In this model, htz *Col3a1*^*+/-*^ deficient mice expressed no spontaneous vascular phenotype but only late-onset histological vascular lesions [13]. Our team showed the high sensitivity of this model to angiotensin II (Ang II) with thoracic aorta ruptures occurring within days after starting the infusion [14]. Another mouse model examined by Smith et al. [15] was initially thought to be haploinsufficient for *Col3a1*, but recent transcript analysis revealed that the 185 kb deletion led to only exons 33–39 deletion and a dominant negative mechanism [16]. Just over one quarter of htz mutant died early from aortic rupture [15]. *Ex vivo*, the aortic wall integrity in this model was improved by celiprolol whereas bisoprolol and losartan had no effect [16,17]. Another transgenic mice overexpressing *Col3a1* with a glycine substitution (*Col3a1*^*Tg-G182S*^) showed an early death at 13–14 weeks due to severe skin wounds before presenting spontaneous arterial phenotype [18]. Recently, two knock-in models *Col3a1*^*G209S/+*^ and *Col3a1*^*G938D/+*^ recapitulated vascular vEDS phenotype with spontaneous mortality caused by aortic rupture. Enhanced PLC/IP_3_/PKC/ERK pathway was proposed to explain the pathophysiology, this hypothesis being strengthened by the efficiency of hydralazine [19] on short-term mice survival.

We herein report the creation of a new knock-in *Col3a1* mouse model affecting a glycine residue of the triple helix. *Col3a1*^*+/G182R*^ mice recapitulate most of the features of vEDS patients and show a high frequency of spontaneous aortic rupture in the first 24 weeks. Pharmacological challenges suggest the high possible benefit of a treatment based on Ang II receptor blockade in this pathology.

## Results

### Survival follow-up of the *Col3a1*^*+/G182R*^ model

To study the consequences of mutant type III collagen, we generated a knock-in *Col3a1* mouse on a C57BL/6J background, using bacterial artificial chromosome (BAC) and recombinant technology (for details, see Materials and Methods section, S1 Fig and S1 Table). We chose the most common type of *COL3A1* disease-causing genetic variant, i.e. a glycine substitution within the triple helix of the mature type III collagen, and one (p.G182R) already observed in vEDS patients (https://eds.gene.le.ac.uk/home.php?select_db=COL3A1). 

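*Col3a1* (ENSMUSG00000026043) encodes the α1 chain of type III procollagen, which folds as a homotrimer, and the glycine of each Gly-X-Y repeat sits inside the triple helix. The gene lies on the plus strand of chromosome 1 of the mouse genome build GRCm38, from 45311538 to 45349706. In the GENCODE M21 annotation, 1 protein-coding transcript covers the codon of this glycine. This transcript has 51 exons, 5564 nucleotides and a coding sequence of 4392 bases for 1464 amino acids. The codon starts at position 45325378 in exon 6, which runs from 45325360 to 45325413. It reads GGA for glycine in the reference and AGA for arginine with the knock-in change. The substitution is G544A, with positions counted from 1 at the A of the start codon. The 61 bases of the reference transcript around it are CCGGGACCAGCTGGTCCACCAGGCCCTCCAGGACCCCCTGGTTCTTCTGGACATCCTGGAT. With the substitution, which has 30 bases on each side, they read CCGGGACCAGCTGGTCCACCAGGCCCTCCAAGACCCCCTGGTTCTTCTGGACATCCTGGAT. The chain around the residue reads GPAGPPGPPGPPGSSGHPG in the wild-type protein. The paper's droplet digital PCR probes for the alleles are ACCAGGCCCTCCAGGACCC and ACCAGGCCCTCCAAGACCC, and the substituted base lies at probe position 14. The wild-type probe matches the reference transcript at 1 place.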

The htz mice will be referred to as *Col3a1*^*+/G182R*^ and wild-type (WT) mice as *Col3a1*^*+/+*^ throughout the manuscript.

Once mice carrying the *Col3a1* p.G182R allele were obtained, we conducted breeding between *Col3a1*^*+/G182R*^ mice. Whereas *Col3a1*^*+/G182R*^ mice were perfectly viable, a significant deficit of homozygous *Col3a1*^*G182R/G182R*^ mice was observed at the 4 weeks genotyping (9% vs. 25% expected, p<10^−4^). The mortality rate was evaluated after weaning, around 3–4 weeks of age, up to 24 weeks of age. The homozygous *Col3a1*^*G182R/G182R*^ mice had a strong mortality rate compared to *Col3a1*^*+/G182R*^ mice (80.0% vs. 35.5%, p = 0.001, Fig 1A) at 24 weeks of age. For the few animals that we were able to analyze, they had lower body weight (14.2 ± 1.1 g, p = 0.049; n = 10) and lower systolic blood pressure (SBP) (103.0 ± 7.3 mmHg; p = 0.062; n = 4) at 5 and 8 weeks of age, respectively.

**Fig 1:**
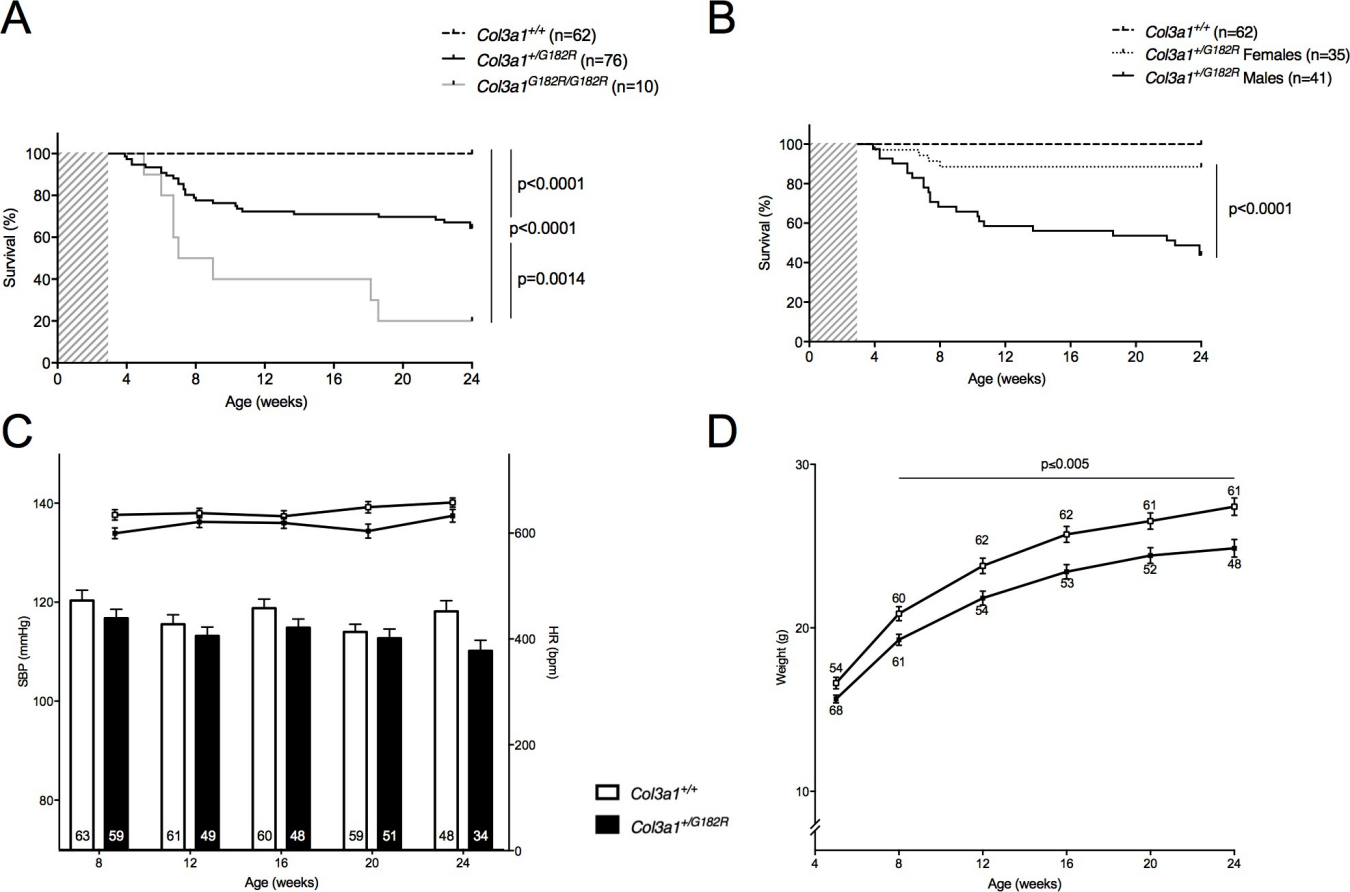
Survival rate and basal hemodynamic parameters of *Col3a1*^*+/G182R*^ mice. **A** Kaplan-Meier Survival curve for comparing *col3a1*^*+/+*^ (n = 62) to *Col3a1*^*+/G182R*^ (n = 76) and to *Col3a1*^*G182R/G182R*^ (n = 10), which die from vascular rupture or dissection. Significant differences are calculated using Log-Rank (Mantel-Cox) analysis. **B** Kaplan-Meier Survival curve for comparing *Col3a1*^*+/G182R*^ males (n = 41) and *Col3a1*^*+/G182R*^ females (n = 35). Significant difference is calculated using Log-Rank (Mantel-Cox) analysis. **C** Graph represents basal systolic blood pressure (SBP; lower bars: left scale) and heart rate (HR; upper lines: right scale), measured between 8 and 24 weeks in the same *Col3a1*^*+/+*^ and *Col3a1*^*+/G182R*^ mice represented in A using a tail-cuff method. Numbers within the bars indicate the number of living mice studied at each time of measurement. SBP was comparable between groups of mice (p>0.05 at each time of measurement: 8, 12, 16 and 20, except for 24 weeks, student t-test) and HR was lower in *Col3a1*^*+/G182R*^ (p<0.05 at 8 and 20 weeks, student t-test). **D** Graph represents weight measured between 5 and 24 weeks in the same *Col3a1*^*+/+*^ and *Col3a1*^*+/G182R*^ mice represented in A. Weight was significantly different in *Col3a1*^*+/+*^ and *Col3a1*^*+/G182R*^ mice (p = 0.020 at 5 weeks and p<0.005 between 8 and 24 weeks, student t-test). Data are expressed as the mean ± SEM.

Therefore, we mainly characterized the *Col3a1*^*+/G182R*^ mice by breeding *Col3a1*^*+/G182R*^ with *Col3a1*^*+/+*^ mice. *Col3a1*^*+/G182R*^ mice showed an important rate of spontaneous mortality compared to *Col3a1*^*+/+*^ littermates (35.5% vs. 0.0%, p<10^−4^, Fig 1A). Interestingly, this mortality was higher in males than females out of breeding, (56.1% vs. 11.1%, p<10^−4^, Fig 1B). For breeding females significant mortality was noticed during the lactation periods with a 54.5% (n = 6/11) mortality rate after the first lactation, up to 81.8% (n = 9/11) after the third one (S2 Fig). Of the 9 observed deaths, two involved both lactating and pregnant mice (during the second lactation) and the other 7 involved lactating mice only.

Globally, the SBP was lower in *Col3a1*^*+/G182R*^ with 110.2 ± 2.1 vs. 118.2 ± 2.2 mmHg, (p = 0.012, Fig 1C and S2 Table) at 24 weeks of age in surviving mice. Of note, *Col3a1*^*+/G182R*^ mice were 10% lighter (24.9 ± 0.5 vs. 27.4 ± 0.5 g; p = 0.001, Fig 1D and S2 Table), reflecting what is generally observed in vEDS patients [5]. This difference was observed in both males and females (S2 Table).

### Early spontaneous mortality of *Col3a1*^*+/G182R*^ untreated mice caused by aortic rupture

Dead mice were autopsied. Hemothorax was observed in almost all cases with hematomas surrounding the heart, occurring spontaneously in males or during gestation or lactation in most of the females (Fig 2A and 2B). Macroscopic analysis confirmed that all deaths were due to aortic ruptures occurring at the level of the thoracic aorta in 93.8% (n = 45/48) (Fig 2C). To assess if any arterial dilation preceded the rupture, aortic echography was performed in *Col3a1*^*+/+*^ (n = 7) and *Col3a1*^*+/G182R*^ (n = 4) male mice at 6 weeks of age showing no dilation (S3 Fig).

**Fig 2:**
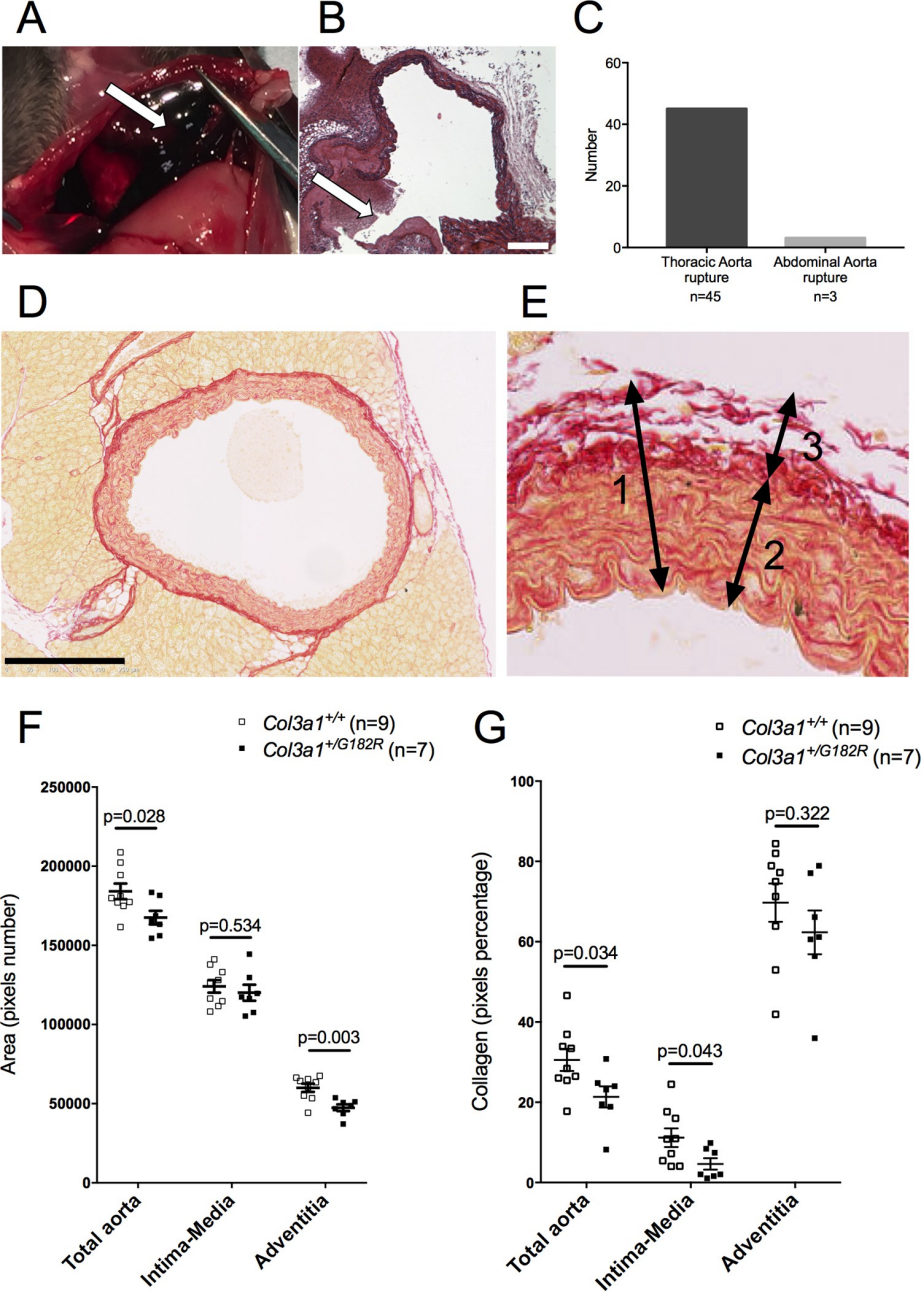
Assessment of collagen content in *Col3a1*^*+/G182R*^ untreated mice (Picrosirius red staining). **A** Hemothorax in *Col3a1*^*+/G182R*^ mice, white arrow shows the massive hemorrhage in the chest. **B** Histological staining (Hematoxylin) of the descending thoracic aorta of *Col3a1*^*+/G182R*^ dead mice. White arrow shows the spontaneous aortic rupture and hemorrhage. Scale bar = 50 μm. **C** Localization of the aortic dissection/rupture determined through dissection in *Col3a1*^*G182R/+*^ mice. **D** Histological staining (Picrosirius Red) of a descending thoracic aortic section in *Col3a1*^*+/G182R*^ mice. Scale bar = 250 μm. **E** details of a descending thoracic aortic section to show the two considered layers in the aortic wall (1): the intima-media (2) and the adventitia (3). The area and the collagen density in the adventitia were calculated by subtracting the intima-media pixels from the total aorta pixels. **F** The graph represents the area of the total aorta, the intima-media and the adventitia in *Col3a1*^*+/+*^ (n = 9) and *Col3a1*^*+/G182R*^ (n = 7) untreated male mice. The area of descending thoracic aorta and corresponding adventitia are lower in *Col3a1*^*+/G182R*^ mice compared to *Col3a1*^*+/+*^ mice (Student-t test, p<0.05). **G** The graph represents the collagen density in the total aorta, the intima-media and the adventitia in *Col3a1*^*+/+*^ (n = 9) and *Col3a1*^*+/G182R*^ (n = 7) untreated male mice. The collagen density in the total aorta and the intima-media are lower in *Col3a1*^*+/G182R*^ mice compared to *Col3a1*^*+/+*^ mice (Student-t test, p<0.05) whereas it remains constant in the adventitia (Student-t test, p>0.05). Data are expressed as the mean ± SEM.

### Abnormal collagen fibers and alteration of aortic adventitial fibroblast morphology

To assess if histological findings were associated with the aortic fragility, thoracic aortas from *Col3a1*^*+/+*^ (n = 9) and *Col3a1*^*+/G182R*^ (n = 7) 24-week-old surviving and untreated male mice were harvested and stained with Picrosirius red. The area of the aortas was significantly lower in *Col3a1*^*+/G182R*^ mice mainly due to a thinner adventitia (area = 60.031 ± 2.565 vs 47.442 ± 2.106 pixels, n = 9 vs. n = 7, p = 0.003) and no change of the intima-media layer (Fig 2F). Density of the collagen fibers was reduced in the aortic wall of the *Col3a1*^*+/G182R*^ mice (n = 9 vs. n = 7, p = 0.034), mainly in the intima-media (Fig 2G).

Then, electron microscopy was performed on thoracic aortas from *Col3a1*^*+/+*^ (n = 3) and *Col3a1*^*+/G182R*^ (n = 3) 24-week-old surviving and untreated mice. Analysis of collagen fibers showed abnormal heterogeneity of fiber diameters associated with a lower density (Figs 3F and S4). An abnormal morphology of adventitial fibroblasts with large vesicles surrounded by black particles (ribosomes) corresponding to dilated endoplasmic reticulum (ER) was observed (Fig 3D) but no anomaly of the vascular smooth muscle cells (vSMC), elastic laminae or endothelial cells (Fig 3B).

**Fig 3:**
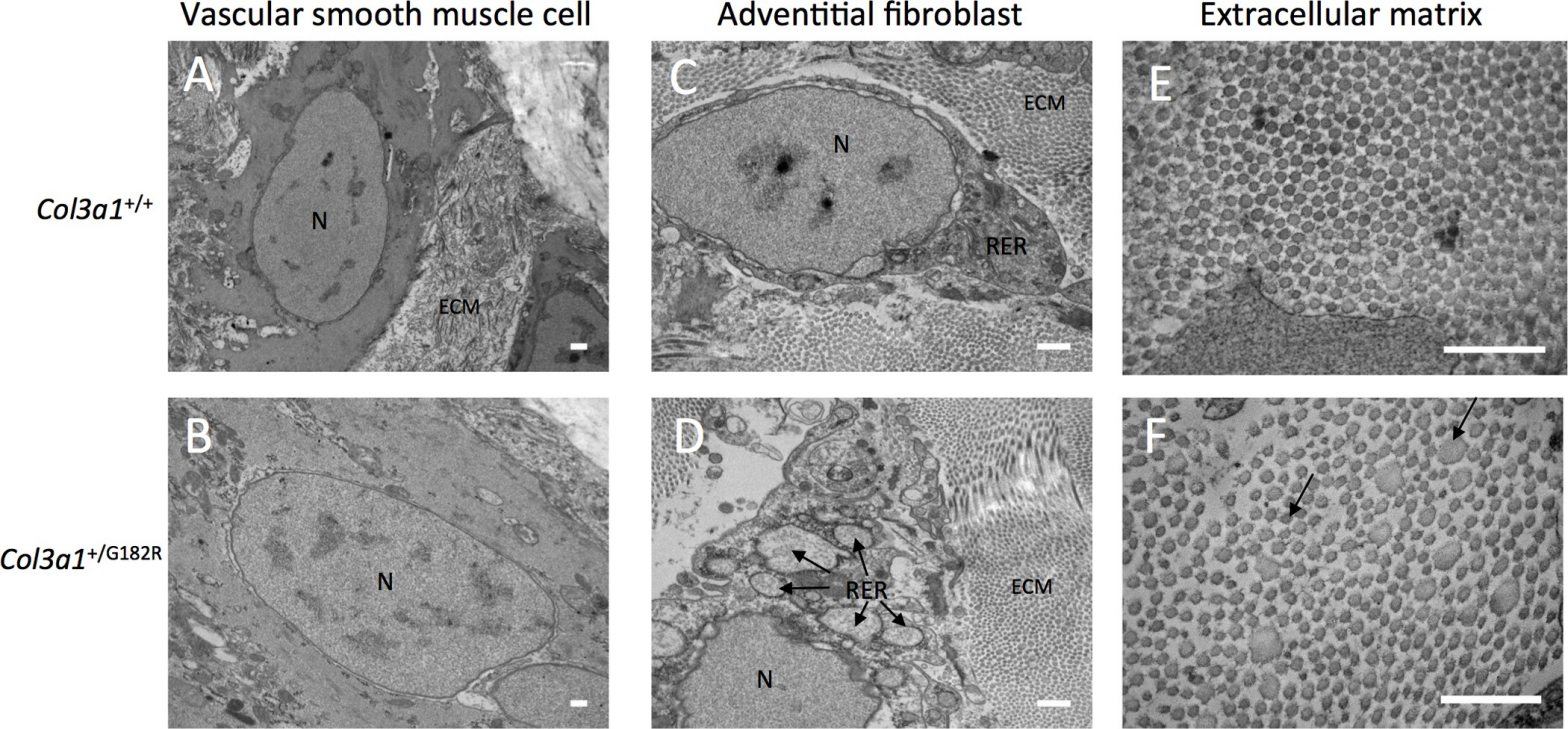
*Col3a1*^*+/G182R*^ aortas have abnormal extracellular matrix architecture. **A-F** electron microscopy images of the thoracic aorta in 24-week-old *Col3a1*^+/+^ and *Col3a1*^*+/G182R*^ mice (n = 3 per group). N = nucleus, ECM = extracellular matrix, RER = rough endoplasmic reticulum. Scale bar = 500 nm. **A-B** electron microscopy images of vascular smooth muscle cell in *Col3a1*^+/+^ and *Col3a1*^*+/G182R*^ mice: normal morphology of vascular smooth muscle cell in *Col3a1*^*+/G182R*^ mice. **C-D** electron microscopy images of adventitial fibroblasts in *Col3a1*^+/+^ and *Col3a1*^*+/G182R*^ mice: black arrows indicate dilated RER in adventitial fibroblasts with intense ribosomal activity in *Col3a1*^*+/G182R*^ mice. **E-F** electron microscopy images of collagen cross fiber diameter in *Col3a1*^+/+^ and *Col3a1*^*+/G182R*^ mice: important heterogeneity in diameter and decreased density of collagen fibers in *Col3a1*^*+/G182R*^ mice. Black arrows indicate heterogeneous diameter of collagen fibers.

We also investigated whether the observed ER increased volume was associated with ER stress and unfolded protein response (UPR) activation in *Col3a1*^*+/G182R*^ mice, corresponding to retention of misfolded proteins in fibroblasts as shown in other fibrillar collagens related diseases [20]. Reverse transcription quantitative PCR (RT-qPCR) experiments using cDNA from thoracic aortas from *Col3a1*^*+/+*^ (n = 13) and *Col3a1*^*+/G182R*^ (n = 15) 8-week-old mice showed increased expression of Heat shock protein 47 (*HSP47*) and activating transcription factor 6 (*ATF6*) (n = 13 vs. n = 15, p = 0.040 and p = 0.010 respectively, S5 Fig) encoding a specific chaperone of collagens in ER for the former and a ER transmembrane transcription factor sensitive to misfolded proteins for the latter. Besides, increased expression of autophagy protein 5 (*ATG5*) and autophagy protein 7 (*ATG7*) (n = 13 vs. n = 15, p = 0.020 and p = 0.020 respectively, S5 Fig) supports the activation of degradation by autophagy of the misfolded collagen.

### Collagen type III expression

To assess the mRNA expression of both *Col3a1* alleles (WT and mutant) thoracic aortas from *Col3a1*^*+/+*^ (n = 21) and *Col3a1*^*+/G182R*^ (n = 18) 24-week-old surviving mice were analyzed using digital droplet PCR. Using this technique, we did not observe any difference in total *Col3a1* mRNA levels between *Col3a1*^*+/G182R*^ and *Col3a1*^+/+^ mice. WT and mutant *Col3a1* mRNA levels in *Col3a1*^+/G182R^ mice did not differ demonstrating a similar transcriptional expression of both alleles (Fig 4A).

**Fig 4:**
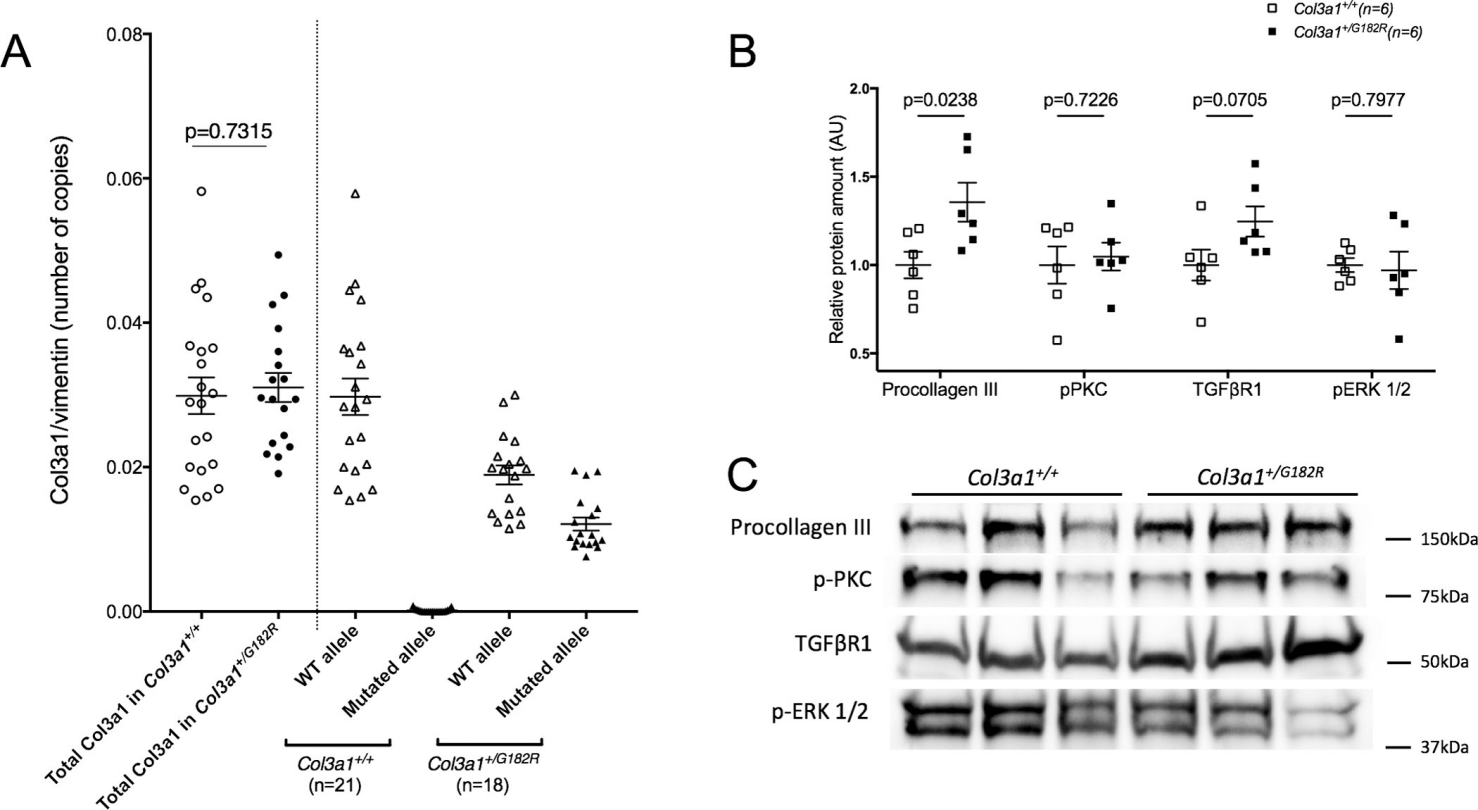
Expression of *Col3a1* gene and collagen III in aortas of *Col3a1*^*+/G182R*^ mice. **A** Relative allele specific mRNA expression of type III collagen in thoracic aorta of *Col3a1*^+/+^ (n = 21) and *Col3a1*^*+/G182R*^ (n = 18) 24-week-old mice of both sexes determined by ddPCR. The total expression of the *Col3a1* gene was evaluated (a: unpaired student t-test). The expression of the mutated allele, harboring the Glycine substitution, was not significantly different than the expression of the WT allele in *Col3a1*^*+/G182R*^ mice, (b: comparative test between theoretical and observed proportions). Furthermore the absence of expression of the mutated allele in *Col3a1*^+/+^ mice confirmed the specificity of the probe of the mutated allele. **B** Quantification of procollagen III, p-ERK, p-PKC, and TGFβ1R levels with western blot analysis, using total protein normalization in *Col3a1*^*+/G182R*^ (n = 6) and *Col3a1*^+/+^ (n = 6) mice. **C** Corresponding representative Western blot analysis of proteins of TGF-β/Smad and MAPK/ERK signaling pathways: procollagen III, p-ERK, p-PKC and TGFβ1R to compare their expression in *Col3a1*^+/+^ and *Col3a1*^*+/G182R*^ mice.

Western blot showed rather the reverse with a trend for increase amount of procollagen type III in arteries of *Col3a1*^*+/G182R*^ 8-week-old mice (n = 6) compared to their wild-type littermates (n = 6, p = 0.024, Fig 4B). We also assessed the relative amounts of collagen III and collagen I by immunofluorescence on thoracic aorta slices from *Col3a1*^*+/+*^ (n = 10) and *Col3a1*^*+/G182R*^ (n = 10) 7 to 15–week-old mice. Aortic adventitia of *Col3a1*^*+/G182R*^ showed an apparent drastically reduced expression of mature collagen III (S6A Fig) and consequently a lower expression ratio of collagen III over collagen I (n = 10 vs. n = 10, p<10^−4^, S6B Fig). We deduced that this discrepancy was likely due to a defect in the recognition of the mature misfolded collagen III rather than a quantitative defect that was not observed at the mRNA and protein levels when using denaturing conditions such as those used in western blotting (SDS-PAGE). Moreover, the two antibodies do not recognize the same antigen, which may explain the discordant results obtained in western blot and immunofluorescence.

### Transcriptome analysis with a focus on MAPK, PLC/IP3/PKC/ERK and TGF-β signaling pathways

To assess the impact of *Col3a1*^*+/G182R*^ genotype on mRNA expression we performed transcriptomic analysis by RNA sequencing on thoracic aortas of *Col3a1*^*+/+*^ (n = 4) and *Col3a1*^*+/G182R*^ (n = 3) of 7-week-old male mice. 

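Messenger RNA was measured in whole thoracic aortas of 7-week-old males, 4 *Col3a1*+/+ and 3 *Col3a1* +/G182R mice, with 1 library per mouse from a stranded poly(A) kit. The thoracic aorta holds smooth muscle, endothelium, adventitial fibroblasts and resident macrophages, and each value is an average over these cells. *Col3a1* itself was read from both alleles together. It had 3964 ± 1117 CPM (SD, n = 4 mice) in *Col3a1*+/+ and 4510.3 ± 607 CPM (SD, n = 3 mice) in *Col3a1* +/G182R, a log2 fold change of 0.19 (standard error 0.217, adjusted p = 0.633 from edgeR). The means differed by less than the spread between mice. By mouse, its CPM was 5483, 3965, 3578 and 2831 in *Col3a1*+/+ and 4107, 4216 and 5208 in *Col3a1* +/G182R. Its log2 fold change was 0.38 without *Col3a1*+/+ replicate 1, 0.05 without *Col3a1*+/+ replicate 4 and 0.06 without *Col3a1* +/G182R replicate 3. It was 0.08 with effective lengths as an offset and 0.07 with replicate numbers as a block. No *Col3a1* +/G182R library has replicate number 4. With the block, *Col3a1*+/+ replicate 4 therefore adds nothing to the genotype difference, much as when it is left out.

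The files used hold 1 expected count per gene and library. According to the submitters' processing notes, reads were aligned to GRCm38 with STAR and counted with RSEM. RSEM shares reads that match several genes among them. The paper's methods section names STAR, featureCounts, DESeq2 and limma for the published results. The expected counts were rounded to whole numbers. Of 55487 genes, the 15688 with enough counts (filterByExpr of edgeR, minimum count of 10) were kept. Library sizes were normalized with TMM and genotypes compared with edgeR's quasi-likelihood test. The p-values were adjusted by the Benjamini-Hochberg method over these genes. Expression is given as CPM after TMM. Total counts ran from 13693861 to 21634680 in *Col3a1*+/+ libraries and from 18820015 to 23953746 in *Col3a1* +/G182R libraries, a difference that did not pass its test (exact permutation test, two-sided, p = 0.143, and 0.286 adjusted over 8 library measures).

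The first principal component of log2 CPM held 41.3% of the variance and the second 20.0%, and *Col3a1*+/+ replicate 4 lay farthest out on the first. The genotypes did not overlap on the first component. *Col3a1* +/G182R libraries lay at -28.1, -36.8 and -39.3 and *Col3a1*+/+ libraries at -10.9, 10.5, 35.0 and 69.6. The difference between gene length and effective length in the files, which follows the length of the fragments or reads, was 117 ± 2.73 bases (SD, n = 4) in *Col3a1*+/+ and 125 ± 4.89 bases (SD, n = 3) in *Col3a1* +/G182R (exact permutation test, two-sided, p = 0.0286, adjusted p = 0.152). The genotypes did not overlap in it, with 113.66 to 120.02 bases in *Col3a1*+/+ and 120.98 to 130.62 in *Col3a1* +/G182R. This p is the smallest that 35 splits of the libraries can give, so the adjusted p cannot set this difference aside. The library numbers of each genotype form separate runs and no batch is named, so an order of preparation cannot be told apart from genotype.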

Among 17,475 genes, 210 were differentially expressed genes (DEG) with an adjusted p-value below 0.05 (140 downregulated and 70 upregulated, Fig 5A). 

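Expression of *Otud1*, *Fbxo30* and *Klf6* rose in the aortas of *Col3a1* +/G182R mice, and that of 3 genes known only as predicted genes fell, the 6 genes of 15688 that passed edgeR's test (adjusted p = 0.0373 for each). *Otud1* encodes a deubiquitinase that removes ubiquitin from proteins (ENSMUSG00000043415, chromosome 2 from 19657752 to 19660583 of GRCm38) and had 27.0 ± 4.18 CPM (SD, n = 4 mice) in *Col3a1*+/+ and 65.9 ± 3.08 CPM (SD, n = 3 mice) in *Col3a1* +/G182R. This is a log2 fold change of 1.29 (standard error 0.138). *Fbxo30*, a substrate-binding subunit of a ubiquitin ligase (ENSMUSG00000047648, chromosome 10 from 11281330 to 11298052), had 115 ± 15.7 CPM (SD, n = 4) in *Col3a1*+/+ and 253 ± 16.1 CPM (SD, n = 3) in *Col3a1* +/G182R, a log2 fold change of 1.14 (standard error 0.137). *Klf6*, a zinc finger transcription factor of the immediate early genes (ENSMUSG00000000078, chromosome 13 from 5861482 to 5870394), had 81.0 ± 8.47 CPM (SD, n = 4) in *Col3a1*+/+ and 180.0 ± 26.5 CPM (SD, n = 3) in *Col3a1* +/G182R, a log2 fold change of 1.15 (standard error 0.142).

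The 3 genes that fell were named after their values were seen, since the rule for named genes, fixed in advance, leaves predicted genes unnamed. *Gm44777*, of the antisense class and overlapping the end of *Pik3c2a* on the other strand (chromosome 7 from 116334255 to 116338633), had 11.8 ± 1.56 CPM (SD, n = 4) in *Col3a1*+/+ and 3.32 ± 0.835 CPM (SD, n = 3) in *Col3a1* +/G182R, a log2 fold change of -1.83 (standard error 0.229). *Gm12191*, a processed pseudogene (chromosome 11 from 49678710 to 49679057), had 6.27 ± 3.12 CPM (SD, n = 4) in *Col3a1*+/+ and 0 counts in each *Col3a1* +/G182R library, at least 44.7-fold lower against a floor of 3 counts per library. *Gm26533*, of the antisense class and overlapping the end of *Ammecr1l* on the other strand (chromosome 18 from 31781226 to 31789045), had 2.43 ± 0.844 CPM (SD, n = 4) and 0 counts, at least 17.3-fold lower against the same floor. Such floors cover counting error only, and the sources used here do not say whether reads were counted by strand, so reads of the opposite gene may enter an antisense gene's count.

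The calls depended on the tool. Of all genes, 3194 had an unadjusted p under 0.05 with edgeR (1501 higher and 1693 lower). The adjusted threshold was passed by 650 genes with DESeq2 (285 higher and 365 lower), by 11 with limma-voom and by 546 with limma and library quality weights, each set holding the same 6 genes. Among the genes DESeq2 called, protein-coding genes went both ways (275 higher and 263 lower), while 75 of the 76 non-coding genes were lower. Long non-coding RNA took 1.12% ± 0.151 (SD, n = 4) of the counts in *Col3a1*+/+ and 0.857% ± 0.0597 (SD, n = 3) in *Col3a1* +/G182R libraries (exact permutation test, two-sided, p = 0.0571, adjusted p = 0.152). These shares did not overlap, with 0.946 to 1.31% in *Col3a1*+/+ and 0.793 to 0.911% in *Col3a1* +/G182R. In 3275 of the genes (20.9%) the values of the genotypes did not overlap, against 5.71% given by chance for 4 against 3 mice and 23.5% when *Col3a1*+/+ replicates 2, 3 and 4 were set against the other 4 libraries. edgeR called 183 genes without *Col3a1*+/+ replicate 1 and 32 without *Col3a1*+/+ replicate 4, each with the 6. Without any 1 of the other 5 libraries it called 0, with 1830 to 3315 genes at an unadjusted p under 0.05, while DESeq2 called 106 to 582. It also called 0 among genes with at least 10 counts in every library (3046 at an unadjusted p under 0.05), or among protein-coding genes alone (2847 at an unadjusted p under 0.05), a test chosen after the data were seen.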

The complete gene dataset was analyzed using Gene Set Enrichment Analysis (GSEA, http://software.broadinstitute.org/gsea/index.jsp) to compare transcriptomic data with the “Hallmarks” database, including 50 low-redundancy gene sets of genes involved in important biological processes. We found 13 gene sets enriched in upregulated genes and 1 gene set enriched in downregulated genes in *Col3a1*^*+/G182R*^ mice (FDR<0.05, Fig 5C). The identified gene sets were essentially related to inflammation (“TNFα signaling via NFκB” and “Inflammatory response”), and cell stress response (“UV response down”, “Hypoxia”).

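Immediate early genes, markers of macrophages, complement genes, cytokine genes and heat shock chaperones were, as groups, higher in *Col3a1* +/G182R than in *Col3a1*+/+ aortas by camera. None of the 5 calls held with an estimated correlation (adjusted p = 0.618 to 0.772). The targets of NF-κB and TNF, the interferon response, the endoplasmic reticulum stress response, autophagy and hypoxia lists did not pass that test with the settings fixed for it. In the same comparison the marker lists of adipocytes, adventitial fibroblasts, lymphatic endothelium and red blood cells were also higher by camera (medians 0.46, 0.29, 0.82 and 0.77, adjusted p = 0.830, 0.772, 0.686 and 0.772 with an estimated correlation), and those of skeletal muscle, cardiac muscle and RNAs retained in the nucleus lower (medians -0.47, -1.02 and -0.47, adjusted p = 0.530, 0.772 and 0.686 with an estimated correlation). Of 34 immediate early genes, which cells transcribe within minutes of a stimulus, 32 were measured higher and the median log2 fold change was 0.38 (camera adjusted p = 1.09e-05, and adjusted p = 0.618 with an estimated correlation). Among them 1, *Klf6*, passed edgeR's test over all genes and 7 were higher when adjusted over the list alone. *Fos*, a subunit of the AP-1 transcription factor, had 7.02 ± 4.13 CPM (SD, n = 4) in *Col3a1*+/+ and 30.4 ± 14.7 CPM (SD, n = 3) in *Col3a1* +/G182R, a log2 fold change of 2.11 (standard error 0.510, adjusted p = 0.149 from edgeR). *Ier5* and *Klf4*, both regulators of transcription induced by stress, had log2 fold changes of 0.65 (standard error 0.161, edgeR adjusted p = 0.152) and 0.61 (standard error 0.156, edgeR adjusted p = 0.158).

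Of 20 macrophage markers, 18 were measured higher, with a median of 0.70 (camera adjusted p = 0.00535, and adjusted p = 0.772 with an estimated correlation). With edgeR 0 of them passed over all genes or adjusted over the list alone, 10 had an unadjusted p under 0.05, and DESeq2 called 1, *Lyz2*. This lysozyme of myeloid cells had 76.9 ± 12.7 CPM (SD, n = 4) in *Col3a1*+/+ and 155 ± 79.8 CPM (SD, n = 3) in *Col3a1* +/G182R, a log2 fold change of 1.01 (standard error 0.291, edgeR adjusted p = 0.164, DESeq2 adjusted p = 0.0264), and 0.52 without *Col3a1* +/G182R replicate 3. Of 21 complement genes, among them the C1q chains *C1qa*, *C1qb* and *C1qc* that the macrophage list also holds, 18 were measured higher, with a median of 0.57 (camera adjusted p = 5.08e-04, and adjusted p = 0.686 with an estimated correlation). Over all genes 0 passed in edgeR (9 at an unadjusted p under 0.05) and 2 in DESeq2, and 1 was higher when adjusted over the list alone. *Cd55*, which limits complement on the cell surface, and *C7*, a part of its terminal complex, had log2 fold changes of 1.27 (standard error 0.295, edgeR adjusted p = 0.146) and 1.02 (standard error 0.303, edgeR adjusted p = 0.167). Of 33 genes of cytokines and the inflammatory response, 27 were measured higher, with a median of 0.35 (camera adjusted p = 0.00926, and adjusted p = 0.686 with an estimated correlation). Over all genes 0 passed in edgeR (6 at an unadjusted p under 0.05) and 2 in DESeq2, and 2 were higher when adjusted over the list alone, *Ptgs2* and *Tlr4*. *Ptgs2*, the inducible enzyme of prostaglandin synthesis, had 1.78 ± 0.564 CPM (SD, n = 4) in *Col3a1*+/+ and 5.64 ± 1.78 CPM (SD, n = 3) in *Col3a1* +/G182R, a log2 fold change of 1.65 (standard error 0.320, edgeR adjusted p = 0.119, DESeq2 adjusted p = 6.69e-04). *Tlr4*, the receptor for bacterial lipopolysaccharide, had a log2 fold change of 1.09 (standard error 0.223, edgeR adjusted p = 0.127, DESeq2 adjusted p = 0.00193).

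Of 28 heat shock chaperones, which refold proteins, 23 were measured higher, with a median of 0.32 (camera adjusted p = 0.00535, and adjusted p = 0.772 with an estimated correlation). Over all genes 0 passed in edgeR (8 at an unadjusted p under 0.05) and 3 in DESeq2, and 3 were higher when adjusted over the list alone. The co-chaperones of HSP70 *Dnajb1* and *Dnaja1* had log2 fold changes of 0.69 (standard error 0.171, edgeR adjusted p = 0.153) and 0.89 (standard error 0.273, edgeR adjusted p = 0.168). Without *Col3a1* +/G182R replicate 3 they were 0.43 and 0.44. The lists that did not pass camera had medians of 0.09 for 33 targets of NF-κB and TNF (adjusted p = 0.30), 0.11 for 34 interferon response genes (adjusted p = 0.225), 0.06 for 34 genes of endoplasmic reticulum stress (adjusted p = 0.368), 0.05 for 28 autophagy genes (adjusted p = 0.451) and 0.00271 for 33 genes of hypoxia and glycolysis (adjusted p = 0.856). With edgeR 0 genes of these 5 lists passed over all genes. An unadjusted p under 0.05 was seen for 5, 5, 3, 5 and 5 of them in the same order, DESeq2 called 2, 1, 1, 0 and 3, and adjusted over the list alone 1 target of NF-κB and TNF, *Ptgs2*, and the hypoxia genes *Bnip3* and *Adm* were higher. *Bnip3*, which marks mitochondria for autophagy, and *Adm*, a vasodilator peptide, had log2 fold changes of 0.66 (standard error 0.154, edgeR adjusted p = 0.146) and 0.91 (standard error 0.218, edgeR adjusted p = 0.146).

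The lists were written before the data were examined and tested with camera at a preset correlation of 0.01. After adjustment over 44 lists, 15 were higher and 4 lower. With an estimated correlation 0 passed and 3 of these 19 had an unadjusted p under 0.05. Over the same lists fry put 0 higher and 1 lower past the threshold, and preranked enrichment on the DESeq2 statistic put 11 higher and 4 lower past it. The heat shock list did not pass without *Col3a1* +/G182R replicate 3 (adjusted p = 0.0832), the macrophage list without *Col3a1*+/+ replicate 2 (0.0676) or *Col3a1* +/G182R replicate 3 (0.0932) and the cytokine list without *Col3a1*+/+ replicate 2 (0.119). The interferon list passed without *Col3a1*+/+ replicate 3 (0.04996), *Col3a1*+/+ replicate 4 (0.00390) or *Col3a1* +/G182R replicate 2 (0.0430), and with the replicate block (8.65e-04), and the list of NF-κB and TNF targets passed with no low-count filter (0.0339). The interferon passes without *Col3a1*+/+ replicate 4 and with the block are not separate, since neither draws on that library for genotype. From the gene sets enriched in the Hallmark collection, which was not analysed here, the paper states that those it found were mainly of inflammation and of the response to cell stress (Fig 5C).

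**Figure D1:**
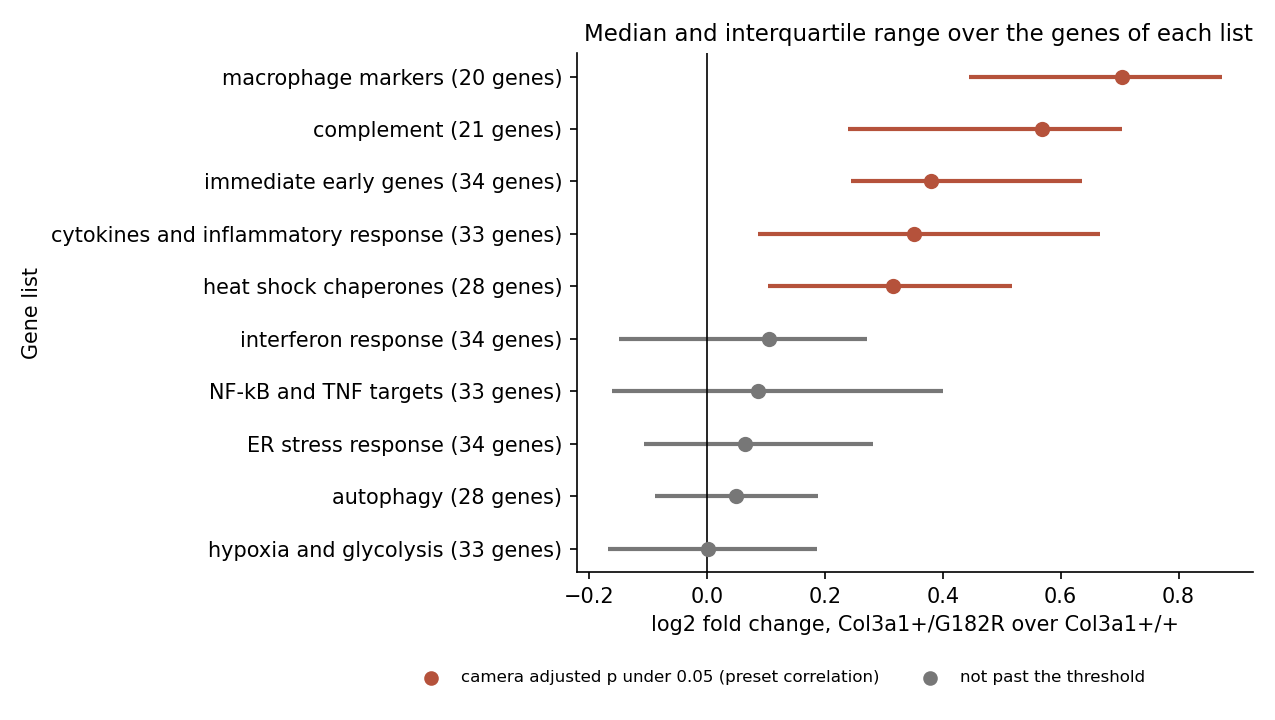
Median (dots) and interquartile range (lines) of the log2 fold change of *Col3a1* +/G182R over *Col3a1*+/+ over the genes of 10 lists, with the number of genes tested in brackets. The 5 lists in red, with medians from 0.32 to 0.70, had a camera adjusted p under 0.05 with the preset correlation and not with an estimated one, and the 5 lists in grey, with medians up to 0.11, did not.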

**Fig 5:**
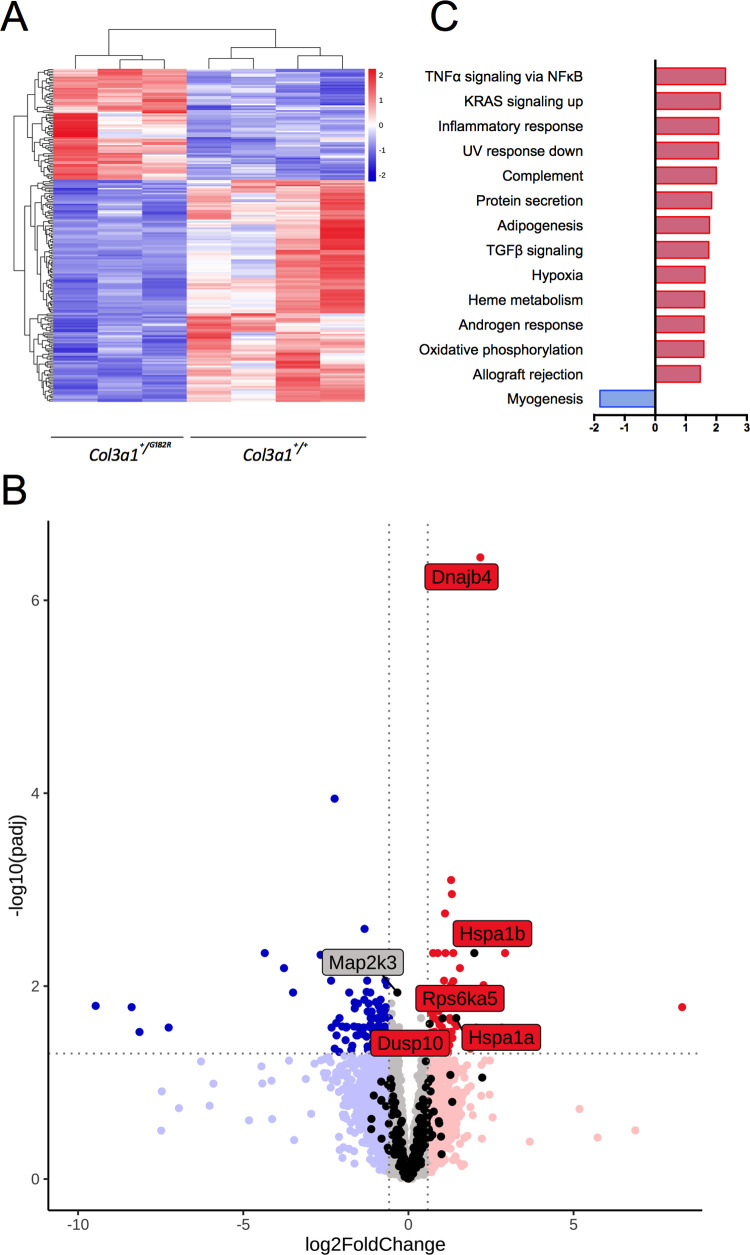
The p.G182R *Col31a* variation results in inflammation and cell stress response and normal PLC/IP3/PKC/ERK signaling pathway in TA transcriptome. **A** Unsupervised hierarchical clustering using the 210 differentially expressed genes (DEG, adjusted p<0.05) from RNAseq in *Col3a1*^*+/G182R*^ (n = 3) and *Col3a1*^+/+^ (n = 4). **B** Volcano plot of the complete gene dataset in descending TA. Grey represents the genes that were not modified; light blue, the genes with insignificant expression decreased more than 1.5-fold; dark blue, the DEGs with expression decreased more than 1.5-fold; light red, the genes with insignificant expression increased more than 1.5-fold, dark red, the DEGs with expression increased more than 1.5-fold; black, the 223 genes in the dataset and belonging to the MAPK signaling pathway from the KEGG database. The 5 DEG of the MAPK signaling pathway were labelled indicated their name. The sixth indicated gene Dnajb4 does not belong to this pathway. **C** Normalized enrichment score (NES) of the 14 enriched gene sets from the “hallmarks” database in GSEA. Positive and negative values indicate the upregulated and downregulated genes respectively in the *Col3a1*^*+/G182R*^ mice in comparison to *Col3a1*^+/+^ mice (controls).

We further focused our analyses on the MAPK pathway notably the PLC/IP3/PKC/ERK signaling pathway activation as previously identified in another vEDS mouse model [19]. First, the comparison was made with the “Canonical pathways” database, which includes 2,887 gene sets from 9 online pathway databases including Kyoto Encyclopedia of Genes and Genomes database (KEGG) https://www.genome.jp/kegg/pathway.html). Normalized enrichment score (NES) of the MAPK signaling pathway was not significantly increased, (NES = 1.63, FWER p value = 0.999). 

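Genes of the MAPK signaling pathway as listed in S3 Table lay slightly above 0 as a group: of 212 genes tested, 136 were measured higher and 76 lower in *Col3a1* +/G182R than in *Col3a1*+/+ aortas, with a median log2 fold change of 0.11. *Crkl*, an adaptor that links receptors to RAS family signaling, had 34.7 ± 5.71 CPM (SD, n = 4) in *Col3a1*+/+ and 52.1 ± 1.39 CPM (SD, n = 3) in *Col3a1* +/G182R, a log2 fold change of 0.59 (standard error 0.142, edgeR adjusted p = 0.149, DESeq2 adjusted p = 0.0208). *Mapk7*, the kinase ERK5, had 24.4 ± 2.19 CPM (SD, n = 4) in *Col3a1*+/+ and 15.9 ± 1.24 CPM (SD, n = 3) in *Col3a1* +/G182R, a log2 fold change of -0.62 (standard error 0.131, edgeR adjusted p = 0.136, DESeq2 adjusted p = 0.00620). Of 17 genes known as transcriptional targets and feedback inhibitors of ERK, 14 were measured higher, with a median of 0.45 (camera adjusted p = 0.00802, and adjusted p = 0.686 with an estimated correlation). Over all genes 0 of them passed in edgeR (6 at an unadjusted p under 0.05), DESeq2 called 1 and 1 was higher when adjusted over the list alone, *Spry2*. This inhibitor of growth factor signaling had 6.05 ± 0.905 CPM (SD, n = 4) in *Col3a1*+/+ and 12.8 ± 2.65 CPM (SD, n = 3) in *Col3a1* +/G182R, a log2 fold change of 1.07 (standard error 0.200, edgeR adjusted p = 0.113, DESeq2 adjusted p = 5.82e-04). Of 29 phospholipases C, IP3 receptors, protein kinases C and their partners, 15 were measured higher and 14 lower, with a median of 0.07 (camera adjusted p = 0.831). With edgeR 0 of these passed over all genes (6 at an unadjusted p under 0.05). Adjusted over the list alone, *Plcd1* (log2 fold change -0.68, standard error 0.147) and *Prkcd* (log2 fold change -0.47, standard error 0.121), a phospholipase and a protein kinase, were lower, and DESeq2 called 2 lower.

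The MAPK list passed the threshold in camera (camera adjusted p = 0.0388, and adjusted p = 0.686 with an estimated correlation), and in preranked enrichment on the DESeq2 statistic it had a normalized enrichment score of 1.69 (adjusted p = 9.15e-04 over the same lists). Its camera call did not hold without *Col3a1*+/+ replicate 2 (adjusted p = 0.156), *Col3a1* +/G182R replicate 1 (0.0696) or *Col3a1* +/G182R replicate 3 (0.0578), nor with fry (0.158) or over protein-coding genes alone (0.0821), a setting chosen after the data were seen. The list of ERK targets did not pass without *Col3a1*+/+ replicate 2 (0.0788) or with fry (0.222). The Canonical pathways collection was not analysed here.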

Second, we focused on the 223 genes found in our transcriptomic data among the 267 genes included in the MAPK signaling pathway from KEGG. Analysis found 5 DEGs, among which: *Dusp10*, *Hspa1a*, *Hspa1b*, and *Rps6Ka5* were upregulated, and *Map2k3* was downregulated (Fig 5B and S3 Table).

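In *Col3a1* +/G182R aortas *Dusp10*, *Rps6ka5*, *Hspa1a* and *Hspa1b* were measured higher and *Map2k3* lower than in *Col3a1*+/+ aortas, none of them past edgeR's threshold over all genes. *Dusp10*, a phosphatase that switches off p38 and JNK (ENSMUSG00000039384, chromosome 1 from 184013302 to 184075636 of GRCm38), had 14.9 ± 2.76 CPM (SD, n = 4 mice) in *Col3a1*+/+ and 23.1 ± 2.32 CPM (SD, n = 3 mice) in *Col3a1* +/G182R, a log2 fold change of 0.63 (standard error 0.166, edgeR adjusted p = 0.158, DESeq2 adjusted p = 0.0372). *Rps6ka5*, the kinase MSK1 downstream of ERK and p38 (ENSMUSG00000021180, chromosome 12 from 100548439 to 100726983), had 8.08 ± 1.66 CPM (SD, n = 4) in *Col3a1*+/+ and 14.0 ± 0.769 CPM (SD, n = 3) in *Col3a1* +/G182R, a log2 fold change of 0.80 (standard error 0.189, edgeR adjusted p = 0.146, DESeq2 adjusted p = 0.00983). *Map2k3*, a kinase that activates p38 (ENSMUSG00000018932, chromosome 11 from 60932033 to 60952811), had 80.4 ± 3.52 CPM (SD, n = 4) in *Col3a1*+/+ and 64.3 ± 2.42 CPM (SD, n = 3) in *Col3a1* +/G182R, a log2 fold change of -0.32 (standard error 0.106, edgeR adjusted p = 0.173, DESeq2 adjusted p = 0.0686). The inducible HSP70 genes *Hspa1a* (ENSMUSG00000091971, chromosome 17 from 34969190 to 34972156) and *Hspa1b* (ENSMUSG00000090877, chromosome 17 from 34956436 to 34959238) lie side by side and are nearly identical in sequence, so their reads may be shared. *Hspa1a* had 36.1 ± 6.62 CPM (SD, n = 4) in *Col3a1*+/+ and 99.0 ± 89.7 CPM (SD, n = 3) in *Col3a1* +/G182R, a log2 fold change of 1.45 (standard error 0.464, edgeR adjusted p = 0.170, DESeq2 adjusted p = 0.131). *Hspa1b* had 20.4 ± 5.58 CPM (SD, n = 4) in *Col3a1*+/+ and 81.7 ± 81.4 CPM (SD, n = 3) in *Col3a1* +/G182R, a log2 fold change of 2.00 (standard error 0.533, edgeR adjusted p = 0.158, DESeq2 adjusted p = 0.0653). *Col3a1* +/G182R replicate 3 held most of both differences, with 203 CPM of *Hspa1a* against 48.4 and 46.0 in the other *Col3a1* +/G182R libraries, and 176 CPM of *Hspa1b* against 33.9 and 35.5. Without it the log2 fold changes were 0.38 and 0.76. *Dnajb4*, an HSP40 co-chaperone outside this pathway (ENSMUSG00000028035, chromosome 3 from 152178511 to 152210302), had 86.9 ± 23.7 CPM (SD, n = 4) in *Col3a1*+/+ and 375 ± 153 CPM (SD, n = 3) in *Col3a1* +/G182R, a log2 fold change of 2.11 (standard error 0.285, edgeR adjusted p = 0.0615, DESeq2 adjusted p = 7.22e-10).

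In edgeR 0 of the 212 MAPK genes passed, over all genes or adjusted over the list alone, and 57 had an unadjusted p under 0.05 (39 higher and 18 lower). Over all genes DESeq2 called 13 of them (8 higher and 5 lower), limma-voom 0 (58 at an unadjusted p under 0.05) and limma with library quality weights 11 (6 higher and 5 lower).

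**Figure D2:**
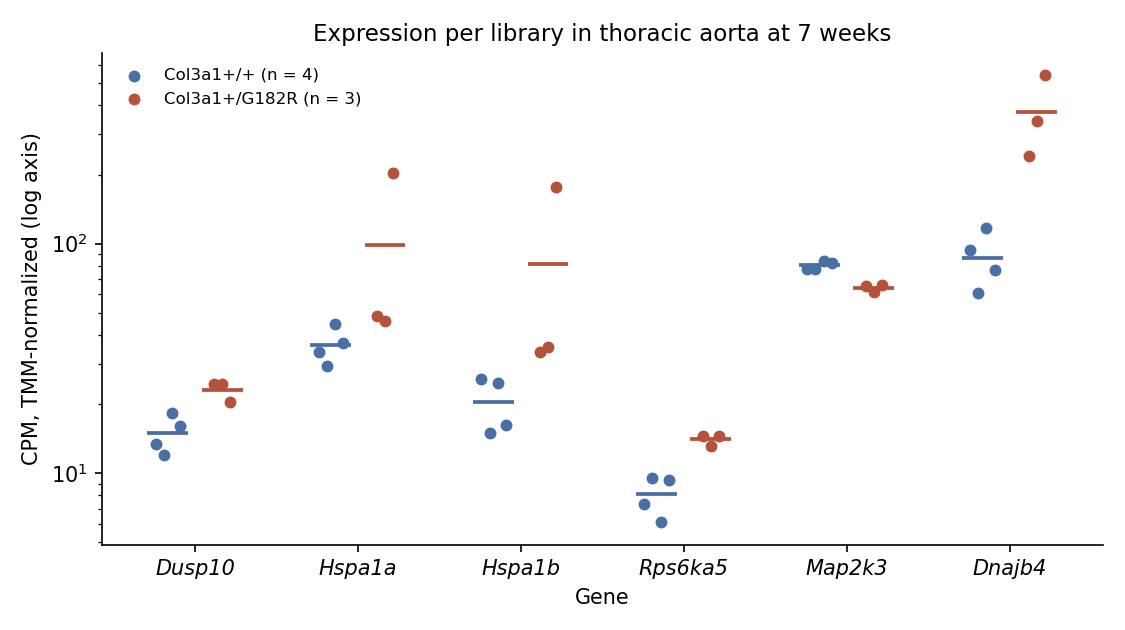
Expression of 6 genes in each library as TMM-normalized CPM on a log axis, with 4 *Col3a1*+/+ libraries in blue and 3 *Col3a1* +/G182R libraries in red. Points are libraries and bars are group means. The *Col3a1* +/G182R library with the highest *Hspa1a* and *Hspa1b* stands at 203 and 176 CPM, and for *Map2k3* the *Col3a1* +/G182R libraries lie below all *Col3a1*+/+ libraries.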

Finally, we compared the expression of the genes reported by Bowen et al. [19] as belonging to the PLC/IP3/PKC/ERK signaling pathways. 

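Of the genes of the PLC/IP3/PKC/ERK signaling pathways listed in S4 Table, which come from the study of *Col3a1* G938D/+ mice and not from these aortas, 33 could be tested, and 23 were measured higher and 10 lower in *Col3a1* +/G182R than in *Col3a1*+/+ aortas. *Wwp2*, a HECT ubiquitin ligase (ENSMUSG00000031930, chromosome 8 from 107436365 to 107558595 of GRCm38), had 1225 ± 234 CPM (SD, n = 4 mice) in *Col3a1*+/+ and 614 ± 49.4 CPM (SD, n = 3 mice) in *Col3a1* +/G182R, a log2 fold change of -0.997 (standard error 0.171, edgeR adjusted p = 0.0907, DESeq2 adjusted p = 1.28e-05). *Zbtb16*, a zinc finger transcription factor induced by glucocorticoids, had 8.46 ± 4.07 CPM (SD, n = 4) in *Col3a1*+/+ and 46.8 ± 55.6 CPM (SD, n = 3) in *Col3a1* +/G182R, a log2 fold change of 2.46 (standard error 0.695, edgeR adjusted p = 0.159, DESeq2 adjusted p = 0.0728), with 111 CPM in *Col3a1* +/G182R replicate 3 and a log2 fold change of 0.79 without it. Of the 16 genes reported as upregulated in *Col3a1* G938D/+ mice, 12 were measured higher here, with a median log2 fold change of 0.40. The 3 tested genes reported as downregulated there were all measured higher here, with a median of 0.92, that of *Tsc22d3*, which was 0.36 without *Col3a1* +/G182R replicate 3. Of the 7 reported as unchanged, 3 were higher and 4 lower, and of the 7 main effectors 5 were higher and 2 lower.

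As a set the 33 genes had a median log2 fold change of 0.24 (camera adjusted p = 0.0445, and adjusted p = 0.618 with an estimated correlation). This call did not hold without *Col3a1*+/+ replicate 2 (adjusted p = 0.0788), replicate 3 (0.0586) or replicate 4 (0.0622), nor without *Col3a1* +/G182R replicate 1 (0.0767). The list did not pass with library quality weights (0.0657), with preranked enrichment on the DESeq2 statistic (0.0618), with fry (0.0840) or over protein-coding genes alone (0.0669), the last a setting chosen after the data were seen. In edgeR 0 of them passed over all genes, 12 had an unadjusted p under 0.05 (10 higher and 2 lower), and 3 were higher and 1 lower when adjusted over the list alone. DESeq2 called 2 lower, *Wwp2* among them, limma-voom 0 (12 at an unadjusted p under 0.05) and limma with library quality weights 1 higher and 1 lower.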

We retrieved 36 genes in our dataset among whose: *Hspa1a* and *Hspa1b* were significantly upregulated in *Col3a1*^*+/G182R*^ mice as previously described [19] and *Ldlr* and *Wwp2* were downregulated, whereas they were reported as upregulated in the *Col3a1*^*G938D/+*^ mice (S4 Table). By western blot on thoracic aortas, we also assessed the expression of p-ERK, p-PKC, and TGFβR1 of the canonical TGFβ pathway. No relative protein amount difference was found except for TGFβR1 which was slightly higher in *Col3a1*^*+/G182R*^ mice (n = 6 vs. n = 6, p = 0.071, Fig 4B). We further quantified the relative amounts of TGFβ1, TGFβ2 and TGFβ3 using Bio-Plex assay on thoracic aortas of *Col3a1*^*+/+*^ (n = 6) and *Col3a1*^*+/G182R*^ (n = 6) of 24-week-old male mice. 

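In the transcriptome of the 7-week-old males, the genes of the TGFβ ligands did not differ between genotypes by more than the spread between mice. *Tgfb1* (ENSMUSG00000002603, chromosome 7 from 25687002 to 25705077 of GRCm38) had 14.8 ± 3.67 CPM (SD, n = 4 mice) in *Col3a1*+/+ and 16.1 ± 0.927 CPM (SD, n = 3 mice) in *Col3a1* +/G182R, a log2 fold change of 0.12 (standard error 0.206, adjusted p = 0.763 from edgeR). *Tgfb2* (ENSMUSG00000039239, chromosome 1 from 186622792 to 186705989) had 78.1 ± 30.1 CPM (SD, n = 4) in *Col3a1*+/+ and 78.3 ± 30.9 CPM (SD, n = 3) in *Col3a1* +/G182R, a log2 fold change of 0.00301 (standard error 0.340, adjusted p = 0.996 from edgeR). *Tgfb3* (ENSMUSG00000021253, chromosome 12 from 86056745 to 86079041) had 155 ± 30.2 CPM (SD, n = 4) in *Col3a1*+/+ and 171 ± 18.1 CPM (SD, n = 3) in *Col3a1* +/G182R, a log2 fold change of 0.14 (standard error 0.165, adjusted p = 0.650 from edgeR). The log2 fold change of *Tgfb1* turned to -0.05 without *Col3a1*+/+ replicate 3, which held 9.49 CPM. It was 0.21 without *Col3a1*+/+ replicate 4, 0.30 with library quality weights, 0.25 with the replicate block and 0.07 with the effective length offset. That of *Tgfb2* turned lower without *Col3a1*+/+ replicate 2 (-0.08), *Col3a1*+/+ replicate 4 (-0.20), *Col3a1* +/G182R replicate 2 (-0.05) or *Col3a1* +/G182R replicate 3 (-0.28), with library quality weights (-0.07) and with the block (-0.23). It was also negative with RLE factors (-0.0027), at least 10 counts in every library (-0.01) and the effective length offset (-0.01). It was 0.24 without *Col3a1*+/+ replicate 1 and 0.27 without *Col3a1* +/G182R replicate 1. That of *Tgfb3* was 0.24 without *Col3a1*+/+ replicate 1, 0.07 without *Col3a1*+/+ replicate 2, 0.04 without *Col3a1*+/+ replicate 4 and 0.04 without *Col3a1* +/G182R replicate 3. It was 0.06 with library quality weights or with the block. Of 38 genes of TGFβ receptors, SMAD proteins, latency proteins and targets, 25 were measured higher and 13 lower, with a median of 0.14 (camera adjusted p = 0.112). *Pmepa1*, a target that restrains the pathway, had a log2 fold change of -0.49 (standard error 0.130, edgeR adjusted p = 0.158, DESeq2 adjusted p = 0.0168). With edgeR 0 of the list passed over all genes or adjusted over the list alone, 10 had an unadjusted p under 0.05, and DESeq2 called 1 lower. The list passed camera without *Col3a1*+/+ replicate 1 (adjusted p = 0.0176) and with no low-count filter (0.0150). In the mice of the Bio-Plex assay, which were 24 weeks old, RNA was not analysed here.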

No significant difference was found for these 3 ligands (S5 Table), this result being consistent with the transcriptomic data (S3 Table).

### Impact of different antihypertensive agents on survival rate

Since arterial blood pressure is a key determinant of the arterial wall stress, we investigated the effects of different types of antihypertensive drugs on the survival rate, systolic BP (SBP) and heart rate (HR) in *Col3a1*^*+/G182R*^ male mice up to 24-week of age (for details at each time points on SBP and HR, see S6 an S7 Tables).

### Betablockers

As expected, propranolol significantly lowered HR (486.1 ± 17.8 vs. 633.9 ± 28.6 bpm, p = 3.31×10^−5^) but did not decrease SBP (a significant increase was even observed at 24 weeks, 115.7 ± 3.6 vs. 106.6 ± 2.8 mmHg, p = 0.002). No benefit on the 24-week mortality rate was observed compared to water (40.0% vs. 46.7%, p = 0.686; Fig 6A and 6B). As the betablocker celiprolol showed benefits in vEDS patients [10,11], we tested whether this drug could have any effect on aortic rupture in *Col3a1*^*+/G182R*^ mice especially because of its specific pharmacodynamic profile adding a β(1)-adrenoceptor antagonist to a β(2)-adrenoceptor agonist action [21]. At a dose of 250 mg/kg/day, celiprolol changed neither the SBP (116.5 ± 4.8 vs. 116.6 ± 4.8 mmHg, p = 0.378, throughout the 24-week follow-up period) nor the HR (624.5 ± 16.9 vs. 628.8 ± 22.9 bpm, p = 0.634). No benefit on the 24-week mortality rate was observed compared to water (50.0% vs. 36.8%, p = 0.541; Fig 6C and 6D). We checked that plasma concentration of celiprolol at 24 weeks (115.0 ± 15.0 mg/ml) (n = 80 mice, S7 Fig) was above the level usually recorded in patients taking 200 to 400 mg of celiprolol per day.

**Fig 6:**
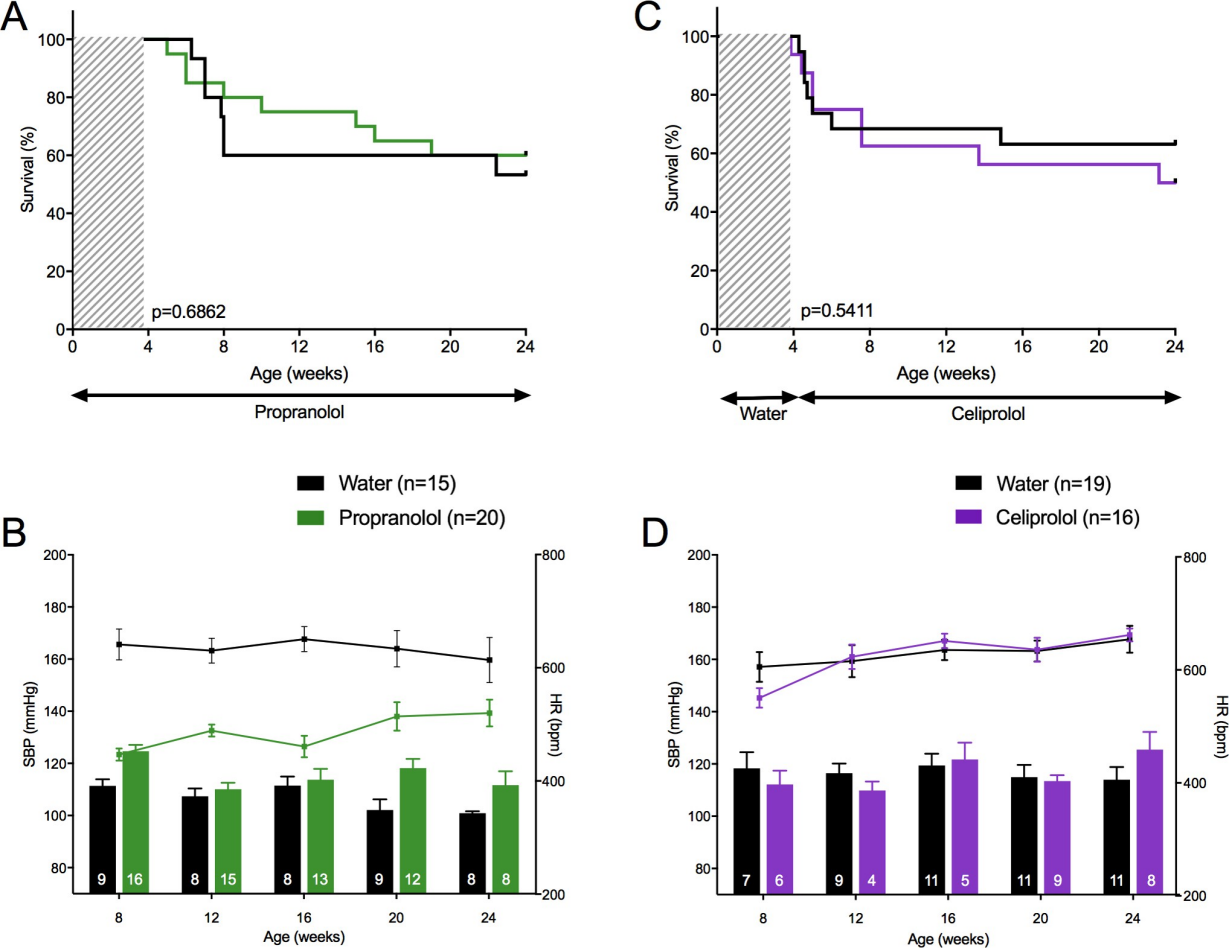
Therapeutic challenges: hemodynamic parameters and survival curves of β-blockers. The upper panels represent the survival curves on either active treatment or water. The lower panels represent SBP (lower bars: left scale) and HR (upper lines: right scale), measured between 8 and 24 weeks. Data are expressed as mean ±SEM. Numbers within the bars indicate the number of living mice studied at each time of measurement. **A-B** Comparison between propranolol and water. **A** Kaplan-Meier Survival curve for comparing *Col3a1*^*+/G182R*^ treated with propranolol (n = 20) to *Col3a1*^*+/G182R*^ treated with water (n = 15). Insignificant difference is calculated using Log-Rank (Mantel-Cox) analysis (p = 0.6862). **B** Despite a significant decrease in HR (student t-test, p<0.05 at each time except 24 weeks), there was no decrease in SBP on propranolol that was even higher than in the untreated group (student t-test, p<0.05 at 8 and 20 weeks). **C-D** Comparison between celiprolol and water. **C** Kaplan-Meier Survival curve for comparing *Col3a1*^*+/G182R*^ treated with celiprolol (n = 16) to *Col3a1*^*+/G182R*^ treated with water (n = 19). Insignificant difference is calculated using Log-Rank (Mantel-Cox) analysis (p = 0.5411). **D** SBP and HR were not changed by celiprolol (student t-test, p>0.05 throughout the follow-up period).

### Calcium channel blockers and hydralazine

Amlodipine is a long-acting calcium channel blocker inhibiting calcium ions flux into vSMC, thus causing vasodilation, reduction of peripheral vascular resistance and BP decrease [22]. Giving an average daily dose of 7.5 mg/kg resulted in a SBP decrease (107.5 ± 4.9 vs. 125.8 ± 4.6 mmHg), accompanied by an increase in HR (733.3 ± 16.9 vs. 683.6 ± 18.6 bp/min), only significant at 16 weeks (Fig 7B and S6 Table). No benefit on mortality rate was observed at 24 weeks compared to water (75.0% vs. 60.9%, p = 0.126, Fig 7A), with even a trend toward a worsening mortality at the age of 15 weeks (p = 0.068). We hypothesized that the stimulation of the sympathetic nervous system that follows the administration of a peripheral vasodilating agent might have blunted its possible benefit [23]. We thus tested the addition of propranolol to amlodipine aiming at blocking the sympathetic stimulation. A significant effect of the association was observed on both SBP and HR compared to amlodipine alone (SBP: 98.5 ± 3.6 vs. 107.5 ± 4.9 mmHg, p = 0.027; HR: 604.9 ± 20.2 vs. 733.3 ± 16.9 bpm, p = 2.13×10^−6^, throughout the 24-week follow-up period, Fig 7B). Adding propranolol allowed to reverse the increased mortality at 15 weeks with amlodipine alone, but did not induce a significant benefit on the 24-week mortality rate compared to amlodipine alone (70.0% vs. 75.0%, p = 0.340, Fig 7A). Similar patterns were observed in female mice (S8 Fig and S7 Table).

**Fig 7:**
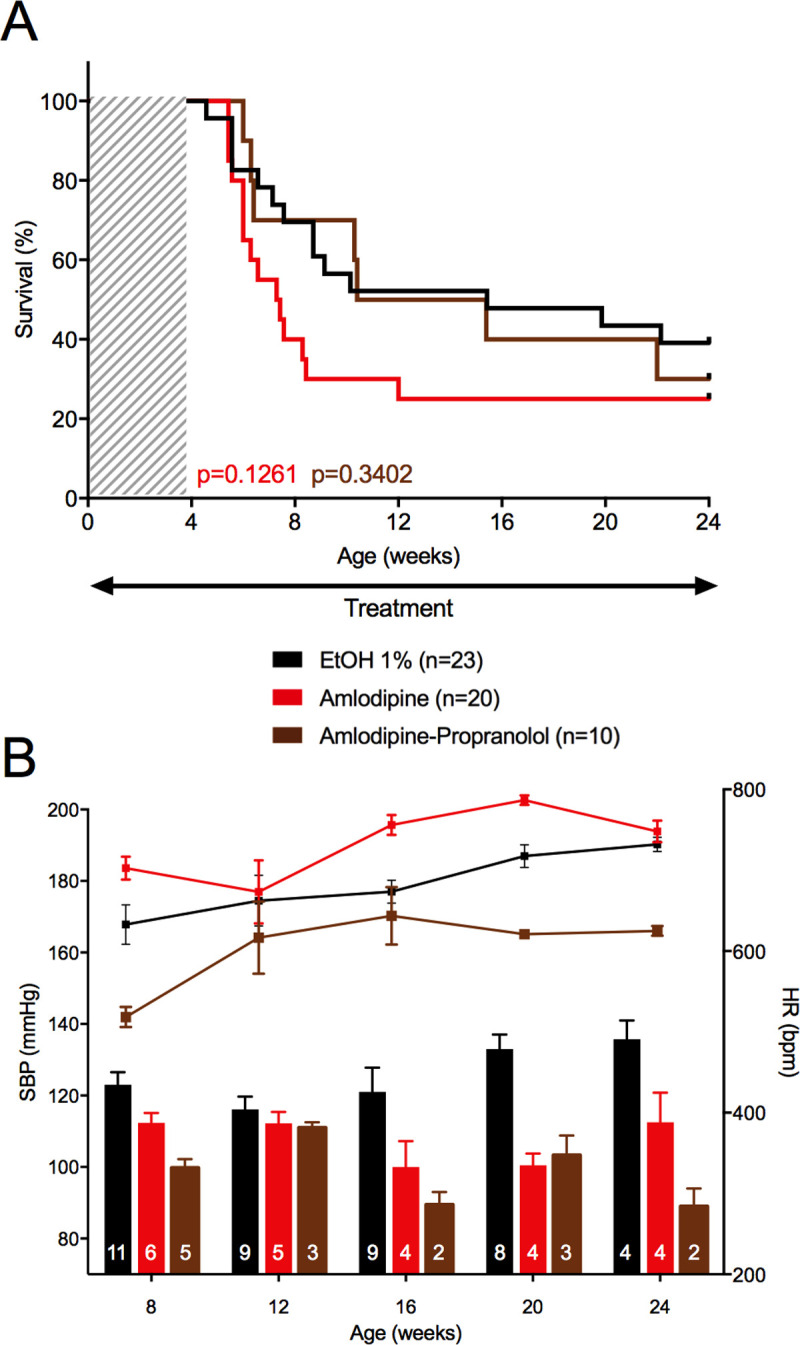
Consequences of treatment by amlodipine and the association amlodipine-propranolol. The upper panel represents the survival curves on either active treatment or water. The lower panels represent SBP (lower bars: left scale) and HR (upper lines: right scale), measured between 8 and 24 weeks. Data are expressed as mean ±SEM. Numbers within the bars indicate the number of living mice studied at each time of measurement. **A** Survival comparison between Amlodipine and ethanol 1%, and between the association amlodipine-propranolol and amlodipine (monotherapy). Kaplan-Meier Survival curve (red curve) for comparing *Col3a1*^*+/G182R*^ treated with amlodipine (n = 20) to *Col3a1*^*+/G182R*^ treated with ethanol 1% (n = 23). Insignificant difference is calculated using Log-Rank (Mantel-Cox) analysis (p = 0.1261). Kaplan-Meier Survival curve (brown curve) for comparing *Col3a1*^*+/G182R*^ treated with amlodipine-propranolol (n = 10) to *Col3a1*^*+/G182R*^ treated with amlodipine (n = 20). Insignificant difference is calculated using Log-Rank (Mantel-Cox) analysis (p = 0.3402). **B** SBP and HR comparison between amlodipine and ethanol 1%, and between the association amlodipine-propranolol and amlodipine (monotherapy). SBP was slightly lower in the treated group (student t-test, p>0.05 throughout the follow-up period except at 20 weeks) and HR was slightly increased (student t-test, p<0.05 at 16 and 20 weeks) when comparing amlodipine to ethanol 1% (red bars and curve). SBP remained unchanged throughout the follow-up period (Student-t test, except at 8 weeks, p = 0.0086) and HR decreased significantly (student t-test, p<0.05 throughout the follow-up period, except at 12 weeks) when comparing amlodipine-propranolol to amlodipine (monotherapy, brown bars and curve).

We also tested hydralazine a direct-acting vasodilator, decreasing peripheral vascular resistance and blood pressure, known to elicit a reflex sympathetic stimulation of the heart [24]. Hydralazine was also recently proposed by Bowen et al. [19] as improving survival rate of a similar mouse vEDS model, possibly by an inhibiting effect on ERK pathway [19]. In our model, hydralazine significantly increased HR (701.8 ± 12.4 vs. 639.4 ± 15.1 bpm, p = 1.69×10^−8^), but did not influence the SBP level (115.1 ± 2.8 vs. 119.6 ± 3.3 mmHg, p = 0.236, Fig 8B). A non-significant decrease of the 24–week mortality rate was observed (29.9% vs. 50.0%, p = 0.136, Fig 8A). In order to block the sympathetic stimulation we chose to combine celiprolol to hydralazine. No significant effect of the association was observed on both SBP or HR compared to hydralazine alone (p = 0.359 and p = 0.061, respectively, Fig 8B). No benefit of the association on the 24-week mortality rate was observed compared to hydralazine alone, the mortality rate superposing with the one observed in non-treated mice (46.7% vs. 50.0%, p = 0.848, Fig 8A).

**Fig 8:**
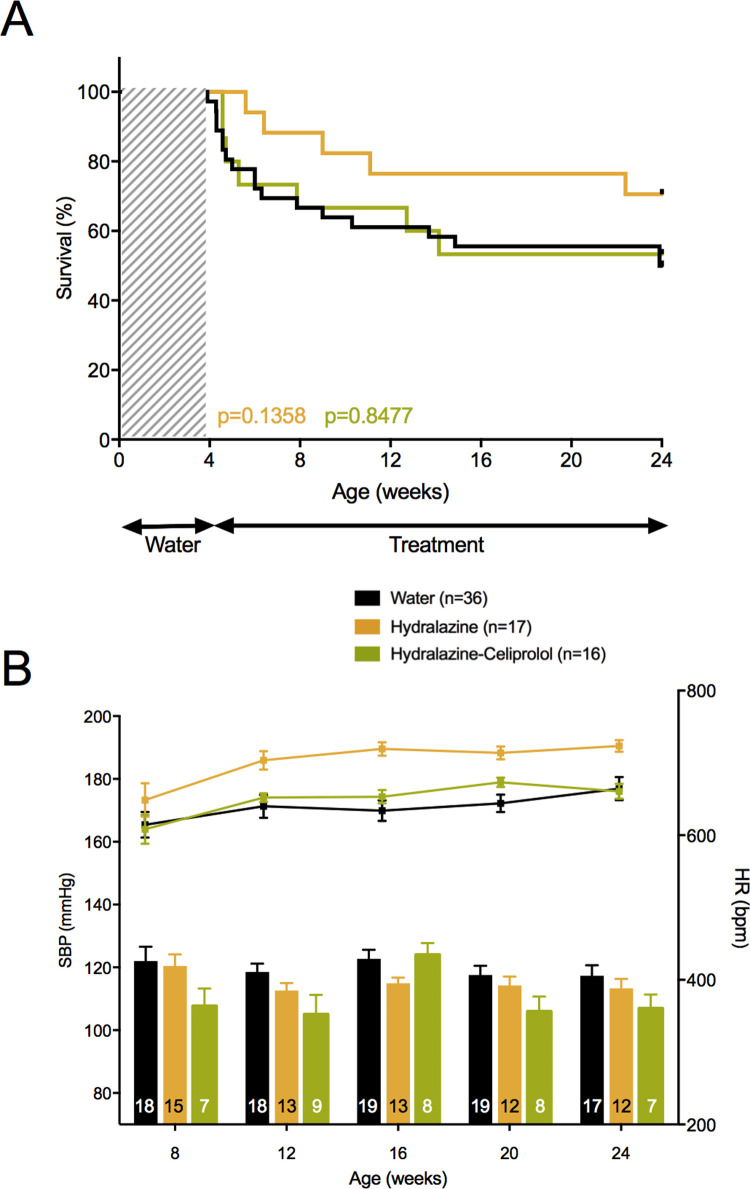
Consequences of treatment by hydralazine and the association hydralazine-celiprolol. The upper panels represent the survival curves on either active treatment or water. The lower panels represent SBP (lower bars: left scale) and HR (upper lines: right scale), measured between 8 and 24 weeks. Data are expressed as mean ±SEM. Numbers within the bars indicate the number of living mice studied at each time of measurement. **A** Survival comparison between hydralazine and water, and between the association hydralazine-celiprolol and water. Kaplan-Meier Survival curve (orange curve) for comparing *Col3a1*^*+/G182R*^ treated with hydralazine (n = 17) to *Col3a1*^*+/G182R*^ treated with water (n = 36). Insignificant difference is calculated using Log-Rank (Mantel-Cox) analysis (p = 0.1358). Kaplan-Meier Survival curve (green curve) for comparing *Col3a1*^*+/G182R*^ treated with hydralazine-celiprolol (n = 16) to *Col3a1*^*+/G182R*^ treated with water (n = 36). Insignificant difference is calculated using Log-Rank (Mantel-Cox) analysis (p = 0.8477). **B** SBP and HR comparison between hydralazine and water, and between the association hydralazine-celiprolol and water. No significant decrease of SBP was observed and significant decrease of HR (student t-test, p<0.05 from 12 weeks) was observed between hydralazine treated and water groups. SBP and HR were not changed by hydralazine-celiprolol (student t-test, p>0.05 throughout the follow-up period).

### Angiotensin II type 1 receptor antagonist

We then tested losartan, an Ang II type 1 receptor blockade whose benefits have been well established in cardiovascular diseases and discussed in genetic aortic diseases [25]. Started during breeding, losartan drastically lowered SBP (–24.9 mmHg on average; p = 2.64×10^−7^, S6 Table) and markedly decreased the 24–week mortality rate compared to non–treated mice (17.6% vs. 62.5%, p = 0.021, Fig 9A). To test whether this beneficial effect was reversible, losartan was stopped at 24 weeks with another 24-week follow-up. Mortality due to spontaneous aortic ruptures reappeared within the next 10 weeks. At 48 weeks of age, the mortality rate was similar between previously losartan-treated mice and non-treated mice (58.8% vs. 62.5%, p = 0.415, Fig 9A).

**Fig 9:**
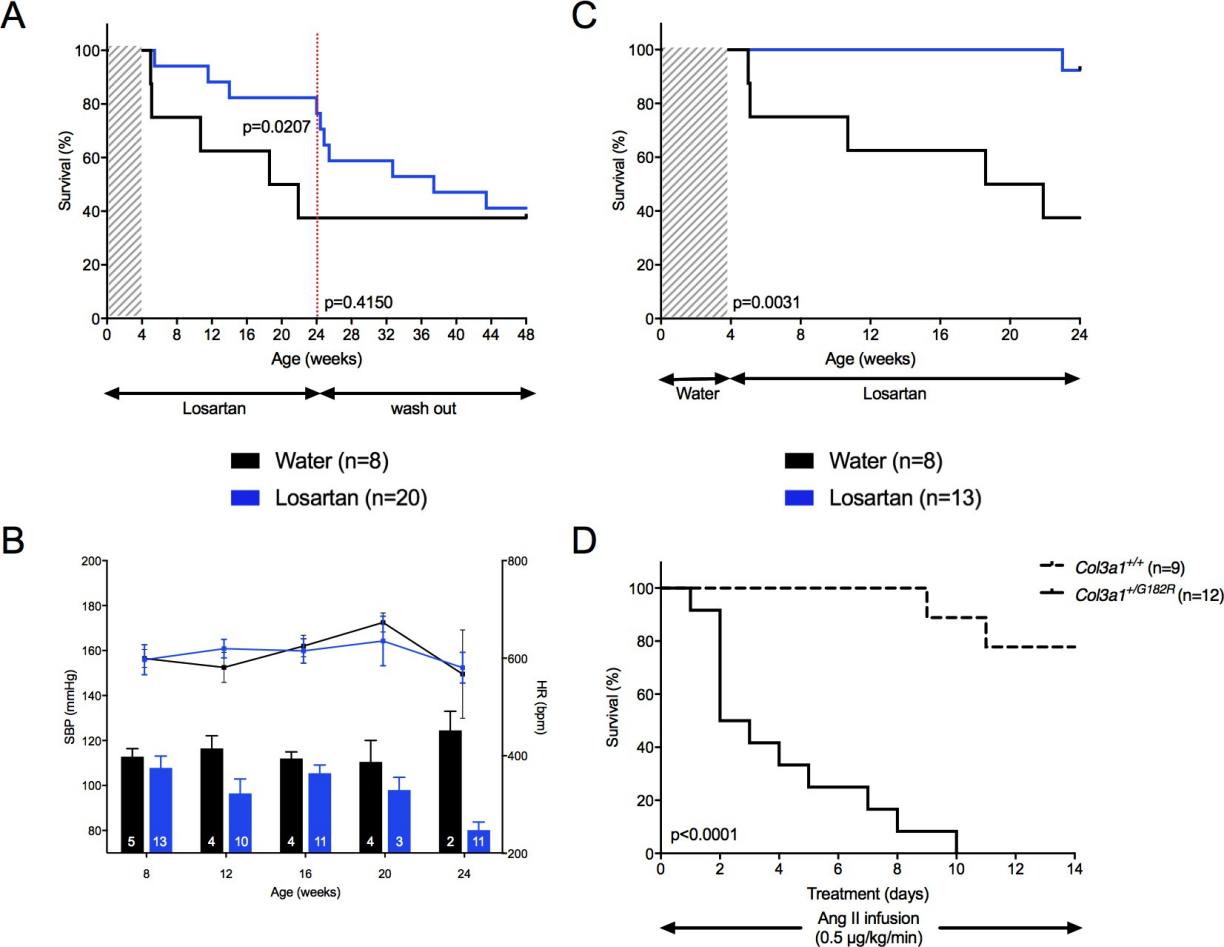
Consequences of on- and off-treatment by losartan. The upper panels represent the survival curves on either active treatment or water. The lower panels represent SBP (lower bars: left scale) and HR (upper lines: right scale), measured between 8 and 24 weeks. Data are expressed as mean ±SEM. Numbers within the bars indicate the number of living mice studied at each time of measurement. **A** Comparison between losartan started in pregnant mothers and water. Kaplan-Meier Survival curves for comparing *Col3a1*^*+/G182R*^ mice (n = 20) with a 24-week period of losartan followed by a 24-week washout period and *Col3a1*^*+/G182R*^ (n = 8) with no treatment. Significant difference in mortality in treated mice (18% mortality at 24 weeks) compared to the untreated group (63% mortality at 24 weeks) is calculated using Log-Rank (Mantel-Cox) analysis (p = 0.0207) at the end of the 24-week treatment. When the administration of losartan was stopped, an important increased mortality was observed and survival rates at 48 weeks of age were comparable between the 2 groups of mice (41% vs 38%, p = 0.4150). **B-C** Comparison between losartan started at weaning and water. B SBP was significantly changed by losartan (student t-test, p<0.05 at 24 weeks of the follow-up period) and HR was not changed by losartan (student t-test, p>0.05 throughout the follow-up period). **C** Kaplan-Meier Survival curve for comparing *Col3a1*^*+/G182R*^ treated with Losartan started at age 4 weeks (n = 13) to *Col3a1*^*+/G182R*^ treated with water (n = 8). Losartan significantly improve the survival using Log-Rank (Mantel-Cox) analysis (p = 0.0031). **D** Kaplan-Meier Survival curve for comparing *Col3a1*^*+/+*^ (n = 9, doted curve) to *Col3a1*^*+/G182R*^ (n = solid curve) male mice with Angiotensin II infusion (0.5 μg/kg/min). Significant difference is calculated using Log-Rank (Mantel-Cox) analysis (p<0.0001).

Because of the activation of the renin angiotensin system during the neonatal period [26], we tested whether this beneficial effect would remain when starting the drug in young adult mice. Started at weaning (4 weeks of age), losartan lowered significantly SBP (–17.7 mmHg on average; p = 0.004, Fig 9B), did not change the HR and markedly decreased the 24–week mortality rate compared to non–treated mice (7.7% vs. 62.5%, p = 0.003; Fig 9C). Blood pressure effect of losartan was confirmed by telemetry measurements (S9 Fig).

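Of 6 genes of the renin angiotensin system listed in S8 Table, 4 were measured higher and 2 lower in *Col3a1* +/G182R than in *Col3a1*+/+ aortas at 7 weeks, none past edgeR's threshold, and the sign of the 2 lower ones turned without single libraries. The angiotensin II type 1 receptor genes *Agtr1a* and *Agtr1b* had 5.20 ± 1.34 and 1.18 ± 0.412 CPM (SD, n = 4 mice) in *Col3a1*+/+ and 6.67 ± 1.55 and 1.06 ± 0.456 CPM (SD, n = 3 mice) in *Col3a1* +/G182R. Their log2 fold changes were 0.36 (standard error 0.255, edgeR adjusted p = 0.429) and -0.16 (standard error 0.427, edgeR adjusted p = 0.849), and that of *Agtr1a* was 0.15 without *Col3a1* +/G182R replicate 3. That of *Agtr1b* was 0.09 without *Col3a1*+/+ replicate 1, 0.12 without *Col3a1* +/G182R replicate 1 and 0.10 with library quality weights. It was -0.34 without *Col3a1*+/+ replicate 3 and -0.49 without *Col3a1* +/G182R replicate 2. *Ace*, the angiotensin-converting enzyme, had 148 ± 60.7 CPM (SD, n = 4) in *Col3a1*+/+ and 177 ± 1.45 CPM (SD, n = 3) in *Col3a1* +/G182R, a log2 fold change of 0.26 (standard error 0.250, adjusted p = 0.559 from edgeR), and *Col3a1*+/+ replicate 1 stood at 239 CPM, above the other *Col3a1*+/+ libraries. Without that library its log2 fold change was 0.59, still not past edgeR's threshold, and without *Col3a1*+/+ replicate 2, 3 or 4 it was 0.17, 0.17 and 0.15. *Prcp* and *Enpep*, which encode peptidases that degrade angiotensins, had 25.2 ± 1.68 and 28.4 ± 7.55 CPM (SD, n = 4) in *Col3a1*+/+ and 30.8 ± 2.76 and 38.4 ± 4.84 CPM (SD, n = 3) in *Col3a1* +/G182R. Their log2 fold changes were 0.29 (standard error 0.120, edgeR adjusted p = 0.223) and 0.43 (standard error 0.204, edgeR adjusted p = 0.26). The mast cell chymase *Cma1* had a log2 fold change of -0.14 (standard error 0.434, adjusted p = 0.869 from edgeR). This was 0.12 without *Col3a1*+/+ replicate 4, 0.10 without *Col3a1* +/G182R replicate 1, 0.04 with library quality weights and 0.16 with the replicate block. It was -0.41, -0.08 and -0.47 without *Col3a1*+/+ replicate 1, *Col3a1*+/+ replicate 2 or *Col3a1* +/G182R replicate 3.

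The 6 genes, chosen by the paper as relevant and found in its dataset, had a median of 0.27 (camera adjusted p = 0.225), and 0 passed in edgeR over all genes or adjusted over the list alone, with 1, *Prcp*, at an unadjusted p under 0.05. DESeq2 and limma-voom also called 0, each with 1 at an unadjusted p under 0.05, and limma with library quality weights 0 with 0 at that level. DESeq2 without *Col3a1*+/+ replicate 1, a setting chosen after the data were seen, called 1. Of 19 tested genes of a wider list, 12 were measured higher and 7 lower (camera adjusted p = 0.225). Adjusted over the list alone, *Mme*, the peptidase neprilysin, was higher (log2 fold change 0.73, standard error 0.158, edgeR adjusted p = 0.138 over all genes) and *Rnpep*, aminopeptidase B, was lower (log2 fold change -0.56, standard error 0.115, edgeR adjusted p = 0.129 over all genes), and DESeq2 called 1 higher and 1 lower. In edgeR 0 of this list passed over all genes (6 at an unadjusted p under 0.05).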

To assess if the activation of the renin angiotensin system could explain the efficiency of losartan in *Col3a1*^*+/G182R*^ mice, we found 6 genes belonging to the renin angiotensin system in our transcriptomic dataset and none of them was significantly upregulated (S8 Table).

The impact of the renin angiotensin system in this model was also tested by the administration of Ang II at doses with minimal effect on SBP as we already reported in *Col3a1* htz knock-out mice [14]. Ang II was administered subcutaneously at a dose of 0.5μg/kg/min during 14 days in 24-weeks of age surviving male mice. The deleterious effect of Ang II was major and fast with a 100% mortality rate within 10 days in *Col3a1*^*+/G182R*^ mice vs. 22.2% in *Col3a1*^*+/+*^ mice (p<10^−4^, Fig 9D).

## Discussion

Patients suffering from vEDS have a life expectancy mainly reduced by the occurrence of unpredictable arterial rupture in young adulthood. Despite randomized open clinical trial [10] and cohorts surveys [11,27] data, there is no consensus on a continuous medical therapy that could prevent that risk [2,28]. In such a rare disease, the development of pre-clinical models is particularly useful to test different therapies and better understand the consequences of the disease at the cellular and tissue levels.

We report herein a new knock-in mouse model of vEDS developed on a C57BL/6J genetic background which recapitulates most of the vEDS features in humans. Heterozygous *Col3a1*^*+/G182R*^ mice suffered from spontaneous mortality in early adulthood mainly by aortic rupture and among homozygous *Col3a1*^*G182R/G182R*^ mice which were born, perinatal mortality was dramatic. This is in line with what is observed in humans, patients being heterozygous at the *COL3A1* gene, and very rare more syndromic and severe cases with biallelic variants [29]. We also confirmed a strong mortality associated with pregnancy and lactation [18,19], and most importantly, a strong sexual difference, underlined by a much higher mortality in male mice than in out of breeding female mice. Such a sexual difference was also observed by Bowen et al. in their *Col3a1* knock-in model [19] echoing the possible excess mortality of young vEDS male patients, as reflected by the slight female predominance in adult cohorts [11]. Whereas a marked sexual difference exists in human more common cardiovascular diseases leading to the concept that testosterone might be detrimental in their development, the underlying mechanisms behind this hormonal deleterious effects in case of collagen III deficiency warrant further studies.

Arterial investigations of our *Col3a1*^*+/G182R*^ mice model gave further insights into the pathophysiological mechanisms at play on the aortic wall in vEDS. First, we could confirm by echography that dilatation or aneurysm did not precede aortic rupture, contrary to what can be observed in the Marfan mouse model or the corresponding human pathology [30]. Second, we observed a lower collagen content in the aortic wall along with a smaller adventitia area and a preserved intima-media thickness. In addition, no collagen III in its native conformation could be detected in aortas of *Col3a1*^*+/G182R*^ mice. This observation is coherent with old experiments showing that vessels treated with collagenase are prone to rupture and that wall integrity depends on intact collagen [31].Thinning and collagen content reduction of the adventitia are in line with findings from other vEDS knock-in mouse models [18,19]. In *Col3a1*^*+/G182R*^ mice, Goudot et al. showed a reduced aortic stiffening over the cardiac cycle and confirmed the impaired biomechanical aortic properties of this model, particularly when pressure rises and collagen fibers are mechanically requested [32]. Similar results were found in vEDS patients in comparison with controls [9] which strengthens the relevance of our mouse model to recapitulate vEDS features.

Recently the PLC/IP3/PKC/ERK pathway has been proposed as a major contributor to the arterial pathogenesis in *Col3a1*^*+/G938D*^ mice [19]. We did not observe such activation both at the mRNA and protein levels in our model. The identified gene sets in our transcriptomic data obtained from aortic tissue were essentially related to a mild increase in inflammation signaling (“TNFα signaling via NFκB” and “Inflammatory response”), and cell stress response (“UV response down”, “Hypoxia”) and not to the PLC/IP3/PKC/ERK pathway. Similarly, western blots showed neither significant increase in p-ERK nor p-PKC in *Col3a1*^*+/G182R*^ mice compared to *Col3a1*^*+/+*^ littermates. In addition, the canonical (Smad2/3) TGFβ-dependent signaling cascade does not seem to be responsible for the vascular fragility of our knock-in model with consistent results of both western blot and Bio-plex analyses. Thus, the contribution of the noncanonical (ERK1/2) TGFβ-dependent signaling cascade remains to be elucidated. In that regard, we tested hydralazine whose potential benefit has been partly explained by the inhibition of the IP3-mediated calcium release from the ER and hence PKCβ activation [33]. Only a trend toward increased survival but still not significant, was observed in *Col3a1*^*+/G182R*^ mice treated with hydralazine.

One could also explain the absence of clear beneficial effect of hydralazine by the stimulation of the sympathetic nervous system secondary to the peripheral arterial dilation, as reflected by the 10% HR increase in hydralazine-treated mice. Therefore, we tested amlodipine, a long-acting calcium channel blocker causing direct vasodilation and improving arterial stiffness of hypertensive patients [34]. A 7% HR increase was associated with an 18 mmHg decrease in BP at 24 weeks. Despite this BP lowering effect, amlodipine induced a worsening of the mortality rate in *Col3a1*^*+/G182R*^ mice. In order to counteract the sympathetic activation, we tested whether the addition of a beta-blocker could prevent this increased mortality. The combination of propranolol to amlodipine reversed the increased mortality observed at 15 weeks in *Col3a1*^*+/G182R*^ mice treated with amlodipine alone but did not improve survival compared to non-treated animals. This suggest that the stimulation of the sympathetic nervous system could, only in part, be responsible for the deleterious effect of amlodipine. Interestingly, reduced survival rate with amlodipine was also observed by Dietz’s group in Marfan [35] and vEDS mice [19]. Their explanation was that amlodipine enhanced activation of both canonical (Smad) and noncanonical (ERK1/2) TGFβ-dependent signaling cascades, contrary to hydralazine acting as an ERK inhibitor which had a beneficial effect in their hands. They proposed that one main mechanism leading to vascular rupture in vEDS is an excessive signaling through the PLC/IP3/PKC/ERK axis. Using the same drugs daily doses, we could not replicate these findings even though our opposite results of amlodipine and hydralazine are in part consistent with their hypothesis.

Because of their BP lowering effects associated with a reduction of sympathetic activity, beta-blockers have been largely used in the prevention and treatment of cardiovascular diseases. They have also been proposed in inherited aortic aneurysms such as Marfan syndrome, but their benefits on aortic root dilation and the incidence of cardiovascular surgery are disputed [36]. In vEDS, only celiprolol has been rigorously tested [37] showing a significant benefit on cardiovascular mortality and morbidity on a limited number of molecularly-proven patients [10]. Its good tolerance and beneficial effects were also shown in a French cohort with long-term survey (9 years) [11], and a 2-year follow-up of 40 Swedish patients [27]. The significance of these results being disputed, we tested both propranolol, the oldest non-selective β-blocker generally used in experimental studies, and celiprolol (at therapeutic plasma concentration). Both β-blockers had no beneficial effect on *Col3a1*^*+/G182R*^ mice survival. In the study reported by Bowen et al. [19], celiprolol even accelerated the rate of death from aortic dissection in their two *Col3a1* knock-in mouse models, whereas propranolol had neutral effect [19]. Overall, these results should be interpreted cautiously since therapeutic results observed in mouse cardiovascular models are not always reproduced in humans, as demonstrated in Marfan syndrome [38].

Our major therapeutic findings were obtained when targeting the renin angiotensin system. Losartan improved markedly the survival of *Col3a1*^*+/G182R*^ and was associated with a strong SBP decrease (–25 mmHg). That major BP effect could in part explain its strong beneficial effects. It is noteworthy that stopping losartan induced a return to increased mortality by aortic ruptures close to the non-treated group and that beginning losartan after weaning had the same strong beneficial effect on survival. Conversely, the administration of Ang II at doses with minimal effect on SBP (0.5 μg/Kg/min) induced aortic rupture and a 100% mortality rate within the next 10 days after administration. The multiple actions of Ang II as well as the role of Ang II type 1 receptor (AT1R) on vascular tone and cellular growth are consistent with these results. Indeed, structural vascular remodeling induced by Ang II involves multiple signaling pathways including canonical (Gq/PLC/PKC) and noncanonical pathways such as transactivation of the EGFR receptor, ROS production, Jak2 and c-src activations [39]. Finally, AT1R modulate sympathetic vasomotor function [40] and we showed that the stimulation of the sympathetic nervous system could play a deleterious role in our model. Thus, despite that no significant benefit of losartan (at the same daily dose) was obtained by Dietz’s group on survival rate of their *Col3a1*^*+/G938D*^ mouse model [19], we firmly believed that the use of Ang II receptor antagonist should be tested in vEDS patients in a randomized controlled trial (https://clinicaltrials.gov/ct2/show/NCT02597361?cond=Vascular+Ehlers-Danlos+Syndrome&cntry=FR&draw=2&rank=4).

To conclude, the full clinical, biochemical and pharmacological investigation performed in our new vEDS knock-in mouse model showed a sexual difference on survival rate, the presence of thin non-inflammatory arteries, a cellular phenotype showing enlarged endoplasmic reticulum and unfolded protein response, and no clear activation of the ERK pathway. The spontaneous occurrence of aortic rupture led to test several anti-hypertensive agents based on the reasoning that any stabilization or decrease in blood pressure would reduce arterial wall stress and improve survival rate. Our main results are that betablockers seem to be ineffective, dihydropyridines responsible for possible worsening, whereas treatment based on Ang II receptor blockade shows a great benefit and administration of Ang II induces a rapid mortality caused by aortic rupture. Thus, the renin angiotensin system seems to play a key pathophysiological role in this model, suggesting strongly to test the use of Ang II antagonists in vEDS patients.

## Materials and methods

### Ethics statement

The care and treatment of animals followed the N° 2010/63/UE European legislation and national authority (Ministère de l’agriculture, France) guidelines for the detention, use, and ethical treatment of laboratory animals. All the experiments were approved by the local ethics committee (MESR 20714 approval number) and experiments were conducted by authorized personnel.

### Generation of the targeting vector

A Bacterial Artificial Chromosome (BAC) was used to generate the homologous recombination vector using the recombineering technology described by the group of N. Copeland [41]. This BAC (bMQ223m12) was identified *in silico* within the library constructed from the genomic DNA of the AB2.2 ES cell line [42], using the Ensembl genome browser (www.ensembl.org). The chosen BAC contained the whole *Col3a1* gene, 14 kb sequence upstream and 103 kb sequence downstream of the *Col3a1* gene. It presented the expected restriction profile after electroporation in EL250 bacteria [41]. We modified the BAC as briefly described below to create the targeting vector. The sequence of the primers used to amplify by PCR all the homology arms is given in S1 Table.

First, exon 6 of *Col3a1* gene was replaced by an Ampicillin resistance (*Amp*^*r*^) cassette by homologous recombination in bacteria. The *Amp*^*r*^ cassette was then replaced by a mutated exon 6 sequence, containing the c.547G>A mutation introduced by site-directed mutagenesis (QuickChange Lightning kit, Agilent Technologies), and a *pgk-neo*^*r*^ selection cassette flanked by FRT sites, located upstream of the mutated exon 6. After these two homologous recombination events, the BAC contained respectively 28 kbp and 136 kbp of sequence homology arms upstream and downstream of exon 6. Therefore, we decided to reduce the size of the BAC in order to facilitate the identification of recombinant ES cell clones by Southern blot, using the gap-repair strategy [41], in the pBluescript II SK plasmid (Agilent Technologies). The final targeting vector thus contained 4.8 kbp upstream and 7.2 kbp downstream of *Col3a1* exon 6.

### Generation of ES cell clones

Twenty μg of the targeting vector were linearized by enzymatic restriction with *Acc651* and electroporated into CK35 ES cells by the “Service des Animaux Transgeniques” (SEAT, Villejuif, France). After a 2-week selection with G418, individual clones were picked. 180 ES cell clones were screened to confirm correct homologous recombination by Southern blot. For that purpose, the genomic DNA of ES cells was extracted and submitted to enzymatic restriction with *BamH1*. We used a probe located upstream of the 5’ homology arm, with predicted bands of 12.8 kb and 8.9 kb for the WT and targeted *Col3a1* allele respectively. Five of the 180 ES clones were positive. Additionally, the presence of the G to A mutation in exon 6 was verified by sequencing the genomic DNA of the positive ES clones.

### Generation of *Col3a1*^*+/G182R*^ animals

Two positive ES cell clones were microinjected into C57/BL6J blastocysts and implanted into pseudo-pregnant females using standard techniques. Chimeric founders were crossed with C57/BL6J mice. The resulting animals were genotyped using the following PCR primers: Col3a1KI-fw 5’-TCATCTGAAGTAAAGTTTTCATGC-3’, Col3a1KI-rv 5’-TTTCACCGAAATTGAGTGGTT-3’ and pgkR1 5’ -GGGGAGGAGTAGAAGGTGGCGCGAA-3’, to generate PCR products of 468 and 323 bp for WT and targeted mice, respectively. The htz knock-in mice were bred with *hACTB-FLPe* transgenic mice [43] to delete the *FRT-pgk-neo*^*r*^*-FRT* cassette. The animals bearing the *Col3a1*^*+/G182R*^ allele deleted from the neo cassette were identified by PCR with the Col3a1KI-s and Col3a1KI-as primers (480 bp). Resulting *Col3a1*^*+/G182R*^ mice were crossed with C57/BL6J mice to amplify the line and eliminate the *hACTB-FLPe* transgene. The absence of the *hACTB-FLPe* transgene was verified by PCR with the following primers: oIMR1348 5’-CACTGATATTGTAAGTAGTTTGC-3’ and oIMR1349 5’-CTAGTGCGAAGTAGTGATCAGG-3’. Mice carrying the *col3a1*^*+/G182R*^ allele but not the *hACTB-FLPe* transgene were selected for further breeding.

### Animal studies

#### Survival rate

The welfare and the mortality were checked daily. For dead mice, the cause of death was determined, and particularly hemothorax and hemoperitoneum were noticed.

#### Angiotensin II infusion

Ang II (dissolved at the dose of 0.5μg/kg/min in saline solution) was used to fill osmotic mini-pump (model ALZET 1002) as previously described [44]. *Col3a1*^*+/G182R*^ and *Col3a1*^*+/+*^ male mice had the same age (31-week-old mice) and the concentration of Ang II was adjusted in osmotic mini-pump because weights were significantly different (from 26 g to 34 g, p<0.05 between groups for weights comparison within each single series). Filled mini-pumps were, before implantation, equilibrated 24 hours in saline solution, at 37°C. They were then implanted subcutaneously in the back of the mouse previously anesthetized with isoflurane (2%). Surviving mice were all sacrificed at day 14 of Ang II infusion.

#### Systolic blood pressure and heart rate measurement

Systolic Blood Pressure (SBP) and Heart Rate (HR) were measured on conscious *Col3a1*^*+/G182R*^ and *Col3a1*^*+/+*^ mice using a tail cuff system (BP-2000 Visitech Systems) as described previously [45].

Measurements were always performed at the same hour of day in an experiment. For each animal, the system automatically performed 4 first measurements that were not recorded; then, 10 consecutive measurements of SBP and HR were recorded for each mouse (leading to 10 or less SBP and HR values for each mouse). For our analysis, we only kept SBP and HR measurements for which we had at least 4 (out of 10) values. To avoid procedure-induced anxiety, and for each series of experiments, mice were initially accustomed to the tail cuff system during minimum 5 consecutive days. Then, for each series of experiments, SBP and HR were measured at weeks 8, 12, 16, 20 and 24.

SBP, HR and activity were also measured using Radiotelemetry monitoring. The analysis was performed on *Col3a1*^*+/+*^ and *Col3a1*^*+/G182R*^ male mice (11-week-old to 40-week-old). Mice were implanted with BP and HR measuring telemetric probes (DSI).

Briefly, the monitoring system consists of a transmitter (PA-C10, Data Sciences International), receiver panel, consolidation matrix and personal computer with accompanying software. Mice were anesthetized with Ketamine/xylasine. A small incision was made in the middle of neck for insertion of the telemetry transmitter and a flexible catheter of the transmitter was surgically placed in the isolate left carotid artery and advanced down to the aortic arch. The body of the transmitter was placed subcutaneously in the right ventral flank of the animal. Mice were allowed recovering for 2 weeks in individual cages. Baseline values for SBP, HR and activity parameters were recorded for 4 consecutive days, every 30 minutes for 30 seconds. After baseline recording, animals were treated with losartan (135 mg/kg/day, dissolved in drinking water). Under challenge, SBP, HR and activity were continuously monitored to visualize effects of the drug for 4 consecutive days.

#### Tissue collection and histology

Depending on the type of procedure, the mice were sacrificed by cervical dislocation or lethal dose of ketamine/xylazine injected intraperitoneally. If plasma was required, blood was collected by intracardial puncture. To collect the TA, a midsternal thoracotomy was performed and TA was carefully exposed and excised. Distal part (± 5 mm) was fixed in 4% paraformaldehyde for 24h then embedded in paraffin, proximal part (± 10 mm) was degreased, frozen in liquid nitrogen and stored at –80°C. A piece of tail was sampled too from each animal to perform a new genotyping as a control. All histological analyses were performed from cross-sections of 5 μm were obtained using a microtome.

#### Electron microscopy

Ultrastructural analysis was performed on artery samples fixed in 2.5% glutaraldehyde in 0.1 mmol/L cacodylate buffer (pH 7.4) at 4°C. Then fragments were post-fixed in 1% osmium tetroxide, dehydrated using graded alcohol series, and embedded in epoxy resin. Semi-fine sections (0.5 μm) were stained using toluidine blue. Ultrastructure sections (60 nm) were contrast-enhanced using uranyl acetate and lead citrate, and examined using a JEOL 1010 electron microscope (JEOL, Ltd., Tokyo, Japan) with a MegaView III camera (Olympus Soft Imaging Systems GmbH, Münster, Germany).

#### Ultrasound

Trans-thoracic ultrasound was performed in anesthesied mice (isoflurane 2.5%) using the Vevo 2100 Ultrasound system (Visual sonics Inc, Toronto, Ontario, Canada), equipped with an 18–38 MHz transducer. Mice were shaved at the thorax and abdomen and ultrasound gel is applied. Aorta diameters were observed and measured on longitudinal section. These measures have been carried out on 20-week-old male (n = 7 *Col3a1*^*+/+*^ and n = 4 *Col3a1*^*+/G182R*^) and female (n = 6 *Col3a1*^*+/+*^ and n = 5 *Col3a1*^*+/G182R*^) mice.

#### RNA isolation and quantitative real-time PCR

The descending aorta from 8-week-old males (n = 13 *Col3a1*^*+/+*^ and n = 15 *Col3a1*^*+/G182R*^) was excised after sacrificing the animal. The aorta was cleaned and the fat was removed then aorta was frozen in liquid nitrogen and stored at -80°C. Total RNA was extracted with the RNeasy micro kit (Qiagen, Valencia, CA), and the cDNA was synthesized with the iscript cDNA synthesis kit (Biorad, Hercules, CA). The SSoAdvanced SYBR Green supermix (Biorad) was used for real time PCR detection with the primers described in S1 Table. The reaction was run in a 3 technical replicates of RNA in a Biorad CFX96 with an annealing temperature of 59°C. The result was analyzed by the 2-ΔΔCt method normalized to *GAPDH* and *UBC*.

#### Droplet digital PCR

Total RNA were extracted using QIAzol Lysis Reagent (Qiagen, Hilden, Germany) from TA of *Col3a1*^*+/G182R*^ mice and *Col3a1*^*+/+*^ mice, stored at -80°C, according to the manufacturer’s instructions. Total RNA were measured (NanoDrop One, Thermo Fisher, Waltham, MA), normalized to 10ng/μL and then reverse transcribed into cDNA using iScript cDNA Synthesis Kit (Bio-Rad, Hercules, CA). The cDNA was used as template for the droplet digital PCR (ddPCR) analysis as follows: ddPCR reaction mixture (12.5μL ddPCR Supermix for Probes (No dUTP) (Bio-Rad, Hercules, CA), 1 μL specific primers of WT and mutated alleles (S1 Table), 20 ng cDNA, and water up to 20 μL) was used for droplet generation. PrimePCR ddPCR Expression Probe Assay: Vim, Mouse (0.5X, Bio-Rad, Hercules, CA) was used as the internal control to normalize the expression of *Col3a1*. After droplet generation (QX100 Droplet Generator, Bio-Rad Laboratories, Hercules, CA), 40 μL of sample was manually transferred to a 96-well plate (Eppendorf, Hamburg, Germany). Amplification was performed (40 cycles of amplification, temperature of hybridization 61°C) and fluorescent intensity was measured in a QX100 Droplet Reader (Bio-Rad Laboratories, Hercules, CA) and the signal data was analysed using QuantaSoft Analysis Pro (1.0.596, Bio-Rad Laboratories, Hercules, CA).

#### Immunofluorescence

5μm paraffin TA sections were deparaffinized, and antigens were unmasked using Citrate Buffer For Heat Induced Epitope Recovery, pH 6.0 (Clinisciences, Nanterre, France) at 95°C for 20 min. Membranes were permeabilised with 0.1% Triton-X100 in PBS for 10 min and blocked in 3% bovine serum albumin, 0.005% TBS-Tween in for 45 min. Then the sections were sequentially immunostained with primary antibody against collagen III (1:50, Arigo, Hsinchu, Taiwan) followed by Alexa594-conjugated donkey anti-goat IgG (Invitrogen, Carlsbad, CA); then primary antibody against collagen I (1:50, Novotec, Bron, France), followed by secondary antibody Alexa488-conjugated goat anti-rabbit IgG (Invitrogen, Carlsbad, CA). After DAPI and Sudan black staining, microscopy was performed with Axio imager ApoTome.2 (Zeiss, Oberkochen, Germany), images were acquired using ZenMicroscopy Software (Zeiss, Oberkochen, Germany) and images were recorded and treated through NIS-Element AR Analysis Version 4.40 (Nikon, Tokyo, Japan). The overall intensities for collagens I and III were determined, 4–6 images were analyzed for each mouse, and the Collagen III/Collagen I ratio was calculated for *Col3a1*^*+/+*^ and *Col3a1*^*+/G182R*^ mice.

#### Collagen quantification–Picrosirius red staining

Collagen content of the aortic wall was assessed by staining sections of the descending TA from 24-week-old and untreated *Col3a1*^*+/G182R*^ male mice and *Col3a1*^*+/+*^ male mice with Picrosirius red staining. Digital images were acquired using the nanoZoomer HT scanner (Hamamatsu, Hamamatsu-city, Japan) with a magnification of 40X and a resolution of 0.23μm/pixel. Fiber (team 2, PARCC) was used to count the number of pixels corresponding to collagens and non-collagenous tissues after a learning process to assign the pixels to three categories: collagens, non-collagenous tissues and no tissue. Then the areas of aortas, intima-media and adventitia sections were evaluated with the total number of pixels and the relative amount of collagens was determined with the ratio between pixels of collagens in the entire aorta section or the intima-media and adventitia sections and the areas of corresponding sections.

#### RNAseq

After RNA extraction, RNA concentrations were obtained using nanodrop or a fluorometric Qubit RNA assay (Life Technologies, Grand Island, New York, USA). The quality of the RNA (RNA integrity number) was determined on the Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA) as per the manufacturer’s instructions.

To construct the libraries, 1 μg of high quality total RNA sample (RIN >8) was processed using TruSeq Stranded mRNA kit (Illumina) according to manufacturer instructions. Briefly, after purification of poly-A containing mRNA molecules, mRNA molecules are fragmented and reverse- transcribed using random primers. Replacement of dTTP by dUTP during the second strand synthesis will permit to achieve the strand specificity. Addition of a single A base to the cDNA is followed by ligation of Illumina adapters.

Libraries were quantified by qPCR using the KAPA Library Quantification Kit for Illumina Libraries (KapaBiosystems, Wilmington, MA) and library profiles were assessed using the DNA High Sensitivity LabChip kit on an Agilent Bioanalyzer. Libraries were sequenced on an Illumina Nextseq 500 instrument using 75 base-lengths read V2 chemistry in a paired-end mode.

After sequencing, a primary analysis based on AOZAN software (ENS, Paris) was applied to demultiplex and control the quality of the raw data (based of FastQC modules / version 0.11.5). Obtained fastq files were then aligned using STAR algorithm (version 2.5.2b) and quality control of the alignment realized with Picard tools (version 2.8.1). Reads were then count using Featurecount (version Rsubread 1.24.1) and the statistical analyses on the read counts were performed with the DESeq2 package version 1.14.1 to determine the proportion of differentially expressed genes between *Col3a1*^*+/G182R*^ and *Col3a1*^*+/+*^ (control) male mice. Statistically significant DEGs were selected by using the Limma moderated t test. Finally, the Benjamini & Hochberg procedure was for multiple testing adjustment to control the false discovery rate (FDR).

#### Western blot

Total proteins were extracted from TA of *Col3a1*^*+/G182R*^ and *Col3a1*^*+/+*^ 8 week-old male mice stored at -80°C using a Protein Extraction Kit (Full Moon Biosystems, Sunnyvale, CA). Mini EDTA-free Protease Inhibitor Cocktail and PhosphoSTOP (Roche, Bâle, Switzerland) were added in the buffer of Protein Extraction Kit. Proteins were quantified using Pierce BCA Protein Assay Kit (Thermo Fisher, Waltham, MA). Separation was done on Mini-PROTEAN TGX Stain-Free Precast Gels (Bio-Rad, Hercules, CA), and proteins were transferred on Amersham Protran 0.2 NC membranes (GE Healthcare) for western blotting. Membranes were incubated in Ponceau S Solution (Sigma, Saint-louis, MO) to record picture by ChemiDoc XRS+ imaging System for normalization. After washes with Tris-buffered-saline supplemented with 0.05% Tween 20 (TBS-T), membranes were preblocked 1h in TBS-T/5% BSA, then incubated overnight at 4°C in TBS-T with 2% BSA with the antibodies against C-ter propeptide of collagen III (1:2500, # PAD195Mu01, Cloud-Clone Corp., Katy, TX), pERK (1:1000, #4370, Cell Signaling Technology, Danvers, MA), pPKC (1:1000, #ab75837, Abcam, Cambridge, UK), TGFβR1 (1:1000, #ab31013, Abcam, Cambridge, UK). After three washes in TBS-T, membranes were incubated 2h in TBS-T with 2% BSA containing secondary anti-rabbit antibodies-HRP conjugate (1:2000, #1721019 Bio-Rad, Hercules, CA). After three more washes in TBS-T, detection was carried out using SuperSignal West Pico PLUS Chemiluminescent Substrate (Thermo Fisher Scientific, Waltham, MA). Imaging was done using a ChemiDoc XRS+ imaging System (Bio-Rad, Hercules, CA). Quantification was performed using Image Lab Software Version 5.2.1.

#### TGF-β pathway analysis

TA were isolated and cells were lysed using Bio-Plex Cell Lysis Kit (Bio-Rad, Hercules, CA). The amount of proteins of each sample was measured with Pierce BCA protein Assay Kit (Thermo Fisher, Waltham, MA) and normalized to the smaller concentration obtened: 3.83μg. Then the 3 TGF-β isoforms: TGF-β1, TGF-β2 and TGF-β3, were determined using Bio-Plex Pro TGF-β 3-Plex Assay (171W4001M) (Bio-Rad, Hercules, CA).

#### Drug treatment

The drug trials were initiated at birth (in mother drinking water) to 24 weeks of age for propranolol, losartan, amlodipine, and the association propranolol-amlodipine, whereas they were initiated in 4-week-old *Col3a1*^*+/G182R*^ mice and continued until 24 weeks of age for losartan (both conditions), celiprolol, hydralazine and the association celiprolol-hydralazine. The trials were performed in *Col3a1*^*+/G182R*^ male offsprings since they had the higher spontaneous rate of aortic rupture. Propranolol (Sigma-Aldrich, St. Louis, MO) was dissolved in drinking water to give a concentration of 0.5 g/L and an estimated dose of 115 mg/kg/day. Celiprolol (Acer Therapeutics, The Woodlands, TX) was dissolved in drinking water to give a concentration of 1.28 g/L and an estimated dose of 250 mg/kg/day. Losartan (Sigma-Aldrich, St. Louis, MO) was dissolved in drinking water to give a concentration of 0.6 g/L and an estimated dose of 135 mg/kg/day. Amlodipine (Sigma-Aldrich, St. Louis, MO) was dissolved in drinking water with 1% of ethanol to give a concentration of 0.033 g/L and an estimated dose of 7.5 mg/kg/day. Hydralazine (Sigma-Aldrich, St. Louis, MO) was dissolved in drinking water to give a concentration of 0.25 g/L and an estimated dose of 45 mg/kg/day. The associations of Celiprolol-Hydralazine and Amlodipine-propranolol were given with the same dose as monotherapy.

Another drug trial with losartan was initiated in pregnant mice, continued in the mothers until the weaning and then in the offsprings until 24 weeks of age. Thereafter, a washout period of 24 additional weeks was established until 48 weeks of age.

#### Plasma Celiprolol concentration

We used an ultra-high performance liquid chromatography coupled with tandem mass spectrometry (UHPLC-MS/MS) assay to quantify celiprolol in mice plasma samples that were stored at –20° C before analysis.

For the analysis, samples were thawed and centrifugated. A 25 μL aliquot of the sample was diluted by 1/4 in a solution of water/acetonitrile (90/10, vol/vol). The diluted sample (100 μL) was then prepared by precipitation with 600 μL of acetonitrile/formic acid (99/1, vol/vol). After centrifugation (10 000 rpm for 8 minutes), 600 μL of the supernatant was evaporated to dryness with nitrogen and reconstituted with 200 μL of water/acetonitrile (90/10, vol/vol). After homogenization and centrifugation (10 000 rpm for 8 minutes), the extracted solution was analyzed by UHPLC–MS/MS. The system used was an Acquity UPLC hyphenated to a Xevo TQS triple quadrupole mass spectrometer (Waters Corp., Milford, Massachusetts, USA) fitted with an electrospray ionization source and running in positive ionization mode. A Waters Acquity UPLC BEH C18 (1.8 μm, 2.1x50mm) column was used for the chromatographic separation, with temperature maintained at 40°C.

The mobile phase was delivered at 0.4 mL/min, in gradient mode, with 0.1% acetic acid in water as mobile phase (A) and acetonitrile as mobile phase (B). The elution program increased from 10% to 65% phase (B) in 3 minutes, and from 65% to 90% phase (B) in 30 seconds. These conditions were maintained for 30 seconds before return to initial conditions and reequilibration for 1 minute.

Capillary voltage was set at 2 kV and cone voltage was set at 45V, 20V and 20V for celiprolol, hydralazine and the internal standard d5-bumetanide respectively. The source temperature was maintained at 150°C. The desolvatation gas flow was set to 800 L/h and the cone gas flow to 150 L/h.

The mass spectrometer was set to targeted multiple reaction monitoring mode, and used the following mass transition (m/z): 380.2 > 251.1 for celiprolol, 161.1 > 89.1 for hydralazine and 369.9 > 244.0 for the internal standard d5-bumetanide. The Mass-Lynx software (V4.1 SCN805) was used for data acquisition.

### Statistical analysis

All data are expressed as mean ± SEM.

Kaplan-Meyer survival analyses and Student t-tests were carried out using GraphPad Prism version X7.0a for Macintosh (GraphPad Software).

We performed Kaplan-Meier survival analyses to draw and compare survival rates between the two genotypes (*Col3a1*^*+/+*^ and *Col3a1*^*+/G182R*^), sexes (*Col3a1*^*+/G182R*^ males and females), for Ang II infusion (*Col3a1*^*+/+*^ and *Col3a1*^*+/G182R*^) and for each drug treatment (*Col3a1*^*+/G182R*^ with or without drug). A Logrank (Mantel-Cox) test was used to calculate the statistical significance between two curves for all survival studies.

In order to check we could correctly interpret the effect of the different drugs on the survival in our model, we showed there was no statistical difference of survival rate between the non-treated mice used as controls in the different treatment groups (S10 Fig).

When the Shapiro-Wilk normality test was passed, a student t-test for unpaired series was used to compare between *Col3a1*^*+/G182R*^ and *Col3a1*^*+/+*^ mice: the area and collagen density in the different aorta sections, the expression of total col3a1 mRNA, the quantification of western blot and qPCR results and the quantification of TGF-β isoforms. For the relative expression of collagen III by immunofluorescence that did not pass Shapiro-Wilk normality test, Wilcoxon (nonparametric) test was performed to evaluate significance between groups.

A comparative test between theoretical and observed proportions was performed to compare the specific allele expression within each group of mice.

To compare SBP and HR between treatments and water (except amlodipine-propranolol which was compared to amlodipine) over the 24-week period, we used generalized linear mixed-effects model (GLMM) when it was valid, using RStudio version 1.3.1056; 2009–2020 (RStudio, PBC.) The validity of the GLMM was assessed using Rainbow test (to check the fit of the regression model), Durbin-Watson test (to verify if the residuals from a linear model are correlated), Shapiro-Wilk test (to check the normality of residuals) and Breush-Pagan test (to check the homoscedasticity of residuals). Prior to generalized linear mixed model (GLMM), all measures were tested for repeated measures ANOVA (RMA) and a Bonferroni correction was applied, leading to the same results as GLMM.

Statistical significance was deemed to have been achieved when p<0.05.

## Supporting information

S1 Fig Gene targeting strategy and ES screen for Col3a1 knock-in mice generation. **A.** Gene targeting strategy used for generating the *Col3a1*^*+/G182R*^ mutated allele. The WT and targeted alleles are shown before and after FLP recombination (with and without the pgk-neorcassette respectively). Boxes represent exons (the number of exon is indicated) and those with pgk-neor represent the neomycin selection cassette. Black boxes correspond to FRT recombination sites, the asterisk represents the mutated site in exon 6. For Southern blot analysis, the 5’ probe used is shown as a red rectangle upper the Col3a1 WT and targeted allele and relevant restrictions sites are shown (BamH1). For genotype analysis, the col3a1 reverse (green arrows) and forward (red arrows) primers are shown on both WT and mutated allele. **B.** The G to A substitution is checked in ES cell clones by Sanger sequencing. Compared with WT ES cell clones, heterozygous ES cell clones reveal the substitution c.547G>A leading to an amino-acid change p.G182R. The asterisk represents the mutated nucleotide on exon 6. **C.** Genotype analysis of WT and Col3a1 mutated mice. Both WT and mutated alleles were detected by PCR using Col3a1 primers.
(TIFF) Click here for additional data file.

S2 Fig Survival rate of *Col3a1*^*+/G182R*^ female mice in weaning period. Kaplan-Meier Survival curve of *Col3a1*^*+/G182R*^ female mice (n = 11) in three successive weaning periods (21 days for each period). Six, two and one deaths are observed during the first, second and third weaning periods respectively. Thoracic aortic rupture is observed at autopsy for 90.9% (n = 10/11) of mice.
(TIFF) Click here for additional data file.

S3 Fig In vivo aorta diameter measured in 6-week-old *Col3a1*^*+/+*^ and *Col3a1*^*+/G182R*^ mice by ultrasound. **A**. Ascending and descending thoracic aorta in *Col3a1*^*+/G182R*^. White arrows indicate the ascending and descending thoracic aortic diameter. **B.** Abdominal aorta in *Col3a1*^*+/G182R*^. Blue arrow indicates the abdominal aortic diameter. **C-D.** Measurement of the three diameters in males and females respectively. Error bars show mean ± SEM. No significant differences were found using Student t-test when the three diameters were compared between Col3a1^+/G182R^ and Col3a1^+/+^ mice in both sexes (p>0.05).
(TIFF) Click here for additional data file.

S4 Fig Heterogeneity of collagen fibers in *Col3a1*^*+/G182R*^ mice. The proportion (%) of collagen fibrils with a given diameter (nm) shows heterogeneity in the distribution for *Col3a1*^*+/G182R*^ mice compared to *Col3a1*^*+/+*^ controls in the aorta. In the table, the diameters of the collagen fibrils show a wider range in *Col3a1*^*+/G182R*^ mice than in *Col3a1*^*+/+*^ mice. The % fibers represent the number of collagen fibrils per unit area considering the number of collagen fibrils in *Col3a1*^*+/+*^ mice as the reference. The % fibers reveal a lower density of collagen fibrils in *Col3a1*^*+/G182R*^ mice than in *Col3a1*^*+/+*^ mice.
(TIFF) Click here for additional data file.

S5 Fig Relative mRNA expression of HSP47, ATF6, ATG5 and ATG7 in thoracic aorta of *Col3a1*^*+/G182R*^ and *Col3a1*^*+/+*^ mice determined by q-PCR. The expression of HSP47, ATF6, ATG5 and ATG7 is significantly different in the thoracic aorta of Col3a1^+/G182R^ mice compared to *Col3a1*^*+/+*^ controls (Student t-test, p<0.05).
(TIFF) Click here for additional data file.

S6 Fig Immunofluorescence of descending TA sections in *Col3a1*^*+/G182R*^ mice. **A.** Immunofluorescent staining of descending TA sections of *Col3a1*^*+/+*^ (n = 10) and *Col3a1*^*+/G182R*^ (n = 10) mice to show the distribution of collagens I and III. The sections are stained with collagen I (green) and collagen III (red) polyclonal antibodies and the cell nuclei were stained with DAPI (blue). The anti-collagen III antibody failed to recognize mature collagen III in *Col3a1*^*+/G182R*^ mice. **B.** Relative quantification of the mature collagen III using the Collagen III/Collagen I immunofluorescence intensity ratio: the quantity of collagen III was collapsed probably due to conformational changes which lead to the absence of detection of collagen III, in the TA of *Col3a1*^*+/G182R*^ mice compared to *Col3a1*^*+/+*^ controls (Wilcoxon test, p<10^−4^).
(TIFF) Click here for additional data file.

S7 Fig Plasma celiprolol concentration measurement. Plasma concentration of celiprolol in *Col3a1*^*+/G182R*^ (n = 80) mice receiving celiprolol or the association celiprolol-hydralazine and in *Col3a1*^*+/G182R*^ (n = 26) mice receiving water, all of them being included in the celiprolol and celiprolol-hydralazine protocols. The celiprolol concentration was not significantly difference between the two treated groups. Data are expressed as the mean ± SEM.
(TIFF) Click here for additional data file.

S8 Fig Consequences of treatment by amlodipine and the association amlodipine–propranolol in *Col3a1*^*+/G182R*^ female mice. **A.** Survival comparison between Amlodipine and ethanol 1%, and between the association amlodipine-propranolol and amlodipine (monotherapy). Kaplan-Meier Survival curve (red curve) for comparing *Col3a1*^*+/G182R*^ treated with amlodipine (n = 12) to *Col3a1*^*+/G182R*^ treated with ethanol 1% (n = 33). Amlodipine worsens the mortality despite no significant difference is observed using Log-Rank (Mantel-Cox) analysis (p = 0.1363). Kaplan-Meier Survival curve (brown curve) for comparing *Col3a1*^*+/G182R*^ treated with amlodipine-propranolol (n = 10) to *Col3a1*^*+/G182R*^ treated with amlodipine (n = 12). The association improves slightly the survival despite insignificant difference is calculated using Log-Rank (Mantel-Cox) analysis (p = 0.1365). **B.** SBP and HR comparison between amlodipine and ethanol 1%, and between the association amlodipine-propranolol and amlodipine (monotherapy). A significant decrease in SBP (linear mixed-effects model, p = 8.17×10–3) was observed that was associated with no change in HR (student t-test, p>0.05 for each time of the 24-week follow-up period) when comparing amlodipine to ethanol 1% (red bars and curve).
(TIFF) Click here for additional data file.

S9 Fig Normal BP in *Col3a1*^*+/G182R*^ mice and decrease on Losartan. **A.** Day SBP before (4 days = basal) or during oral administration (4 days) of losartan (135 mg/kg/day) in *Col3a1*^*+/G182R*^ mice (n = 8) compared to *Col3a1*^*+/+*^ mice (n = 7) examined with a telemetric system. **B.** Night SBP before (4 days = basal) or during oral administration (4 days) of losartan (135 mg/kg/day) in the same *Col3a1*^*+/G182R*^ mice (n = 8) and *Col3a1*^*+/+*^ mice (n = 7). **C.** Comparison of the mean of the day SBP before and during administration of losartan in the same *Col3a1*^*+/G182R*^ mice (n = 8) and *Col3a1*^*+/+*^ mice (n = 7). Significant decrease is observed in both groups. **D.** Comparison of the mean of the night SBP before and during administration of losartan in the same *Col3a1*^*+/G182R*^ mice (n = 8) and *Col3a1*^*+/+*^ mice (n = 7). Significant decrease is observed in both groups.
(TIFF) Click here for additional data file.

S10 Fig Independent groups of *Col3a1*^*+/G182R*^ control mice performed over time. Kaplan-Meier Survival curve for comparing the 5 *Col3a1*^*+/G182R*^ male control groups. No significant difference is observed using Log-Rank (Mantel-Cox) analysis (p = 0.7881).
(TIFF) Click here for additional data file.

S1 Table Primers used for the generation of the knock-in model, the genotyping of *Col3a1*^*+/G182R*^ and *Col3a1*^*+/+*^ mice, the droplet PCR and the RT-qPCR. (XLSX) Click here for additional data file.

S2 Table Basic parameters (weight, SBP and HR) in *Col3a1*^*+/G182R*^ and *Col3a1*^*+/+*^ mice throughout the 24-week follow-up period. Data are expressed as the mean ± SEM. The number of mice at each time are indicated above the mean ± SEM. Student-t test.
(XLSX) Click here for additional data file.

S3 Table Differential expression of the 223 genes belonging to the MAPK signaling pathway of KEGG database (corresponding to the PLC/IP3/PKC/ERK signaling pathway) in the transcriptomic data of *Col3a1*^*+/G182R*^ mice. Significant differential expressed genes are mentioned in bold. Genes not found in transcriptomic data are highlighted in grey. Adjusted p-value with the Benjamini-Hochberg method.
(XLSX) Click here for additional data file.

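S3 Table lists the 267 genes of the KEGG MAPK signaling pathway, among them growth factor receptors, RAS proteins, the kinases of the ERK, JNK and p38 cascades and their phosphatases. For each gene found in the dataset it gives the paper's log2 fold change of *Col3a1* +/G182R over *Col3a1*+/+ aortas and p-values. Of the 223 genes with a value in the table, 211 were also tested here, and 196 of them had the same sign in both. The Pearson correlation across these genes between the paper's log2 fold changes and those of edgeR was 0.953 (95% confidence interval 0.939 to 0.964), with Spearman's rho of 0.943, where genes are not independent replicates. The median absolute difference between the paired log2 fold changes was 0.05.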

S4 Table Expression of genes of the PLC/IP3/PKC/ERK signaling pathway in the transcriptomic data of *Col3a1*^*+/G182R*^. Significant differential expressed genes are mentioned in bold. Genes not found in transcriptomic data are highlighted in grey. Adjusted p-value with the Benjamini-Hochberg method.
(XLSX) Click here for additional data file.

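S4 Table lists 40 genes that the study of *Col3a1* G938D/+ mice placed in the PLC/IP3/PKC/ERK signaling pathways, grouped by whether that study reported them as upregulated, downregulated or unchanged or as main effectors of the cascade. Beside that direction the table gives the paper's fold change and p-values in *Col3a1* +/G182R aortas. 33 of the 36 genes with a value were tested here, 32 with the same sign. Across these genes the Pearson correlation with the log2 fold changes of edgeR was 0.991 (95% confidence interval 0.982 to 0.996) and Spearman's rho 0.956. *Tsc22d3*, a glucocorticoid-induced regulator among the genes reported as downregulated in that model, had a log2 fold change of 0.92 (standard error 0.294, edgeR adjusted p = 0.170, DESeq2 adjusted p = 0.0573) here, and 0.36 without *Col3a1* +/G182R replicate 3, which held 50.9 CPM against 19.4 and 23.1 in the other *Col3a1* +/G182R libraries.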

S5 Table Quantification of the 3 TGF-β isoforms in *Col3a1*^*+/G182R*^ mice. Amount of the 3 TGF-β isoforms per μg of protein extracted from TA. Data are expressed as the mean ± SEM. Student t-test.
(XLSX) Click here for additional data file.

S6 Table Comparison of therapeutic strategies (monotherapies) with measurement of SBP and HR in *Col3a1*^*+/G182R*^ male mice. Data are expressed as the mean ± SEM. The number of mice at each time are indicated above the mean ± SEM. Student-t test or Log-Rank test (Mantel-Cox) for the survival.
(XLSX) Click here for additional data file.

S7 Table Comparison of therapeutic strategies (dual therapies in male mice and Amlodipine therapies in female mice) with measurement of SBP and HR in *Col3a1*^*+/G182R*^ male mice. Data are expressed as the mean ± SEM. The number of mice at each time are indicated above the mean ± SEM. Student-t test or Log-Rank test (Mantel-Cox) for the survival.
(XLSX) Click here for additional data file.

S8 Table Differential expression of the 6 relevant genes belonging to the Ang II signaling pathway in the transcriptomic data of *Col3a1*^*+/G182R*^ mice. Adjusted p-value with Benjamini-Hochberg method.
(XLSX) Click here for additional data file.

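S8 Table gives the paper's log2 fold changes and adjusted p-values of 6 genes that make, bind or degrade angiotensin peptides. They are a pair of type 1 receptors, 2 enzymes that form angiotensin II and 2 peptidases that break down its peptides. All 6 were tested here, with the same sign as in the table, and across these 6 genes the Pearson correlation between the paper's log2 fold changes and those of edgeR was 0.981 and Spearman's rho 0.886.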

S9 Table Numerical data of the study. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

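RNA from whole thoracic aortas of 7-week-old male mice was sequenced, with 1 library per mouse from 4 *Col3a1*+/+ and 3 *Col3a1* +/G182R mice. According to the submitters' processing notes, the expected counts were made by the authors with RSEM 1.3.1 after alignment with STAR 2.7.6a to GRCm38. These counts share reads that match several genes among them, and 24.5 to 27.6% of the genes with a count above 0 had a count that was not whole. The TPM values, as deposited by the authors in the same files, are RSEM's estimates scaled within each library. They were written out for named genes and entered no test. The effective gene lengths in the same files, per gene and library, entered alternative models as an offset. The annotation release is not stated in the notes. Gene symbols, places and classes were taken from GENCODE M21 by gene identifier, with 55141 of 55487 identifiers found. The paper's methods section names STAR, featureCounts, DESeq2 and limma for its results, and the notes name RSEM.

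Expected counts were rounded to whole numbers. Genes were kept with filterByExpr of edgeR 4.0.16 (minimum count 10, grouped by genotype), which left 15688, and normalized with TMM. Genotypes were compared with edgeR's quasi-likelihood test, two-sided, in R 4.3.3, with genotype as the only term, since no batch is named and equal replicate numbers do not pair the mice (correlations of -0.0471 to 0.0642 between libraries with the same number). The p-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. DESeq2 1.42.0, limma-voom and limma with library quality weights (limma 3.58.1) were run beside it. Standard errors were derived from the log2 fold change and the F statistic.

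Total counts were 13693861 to 21634680 in *Col3a1*+/+ (median 17321563) and 18820015 to 23953746 in *Col3a1* +/G182R (median 22508965). Tested on simulated data with the same libraries, edgeR recovered 7.58% of genes changed 1.5-fold, 49.2% of those changed 2-fold and 82.8% of those changed 4-fold, with 6 false calls among 96. For DESeq2 these shares were 25.8%, 58.5% and 89.1%, with 34 false calls among 146. A change smaller than 2-fold was therefore often missed at this number of mice.

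Lists of genes were tested with camera (preset correlation 0.01) and, beside it, with an estimated correlation, with fry, which tests whether the genes of a list move one way on balance, and with fgsea 1.28.0 on the DESeq2 statistic (100000 permutations). There were 44 tested lists of at least 5 genes. Of these, 41 were written by hand for cell stress, inflammation, matrix, signaling, metabolism and the cell types that an aorta or its surroundings can hold, and 3 are the lists of S3, S4 and S8 Tables. A further 3 lists held fewer than 5 genes and are described by their genes. In simulated data 2 of 2 changed sets were recovered by each of the 4 tests and 0 of 38 unchanged sets were called. In the real lists the estimated correlation between genes ran from -0.089 (cartilage and bone) to 0.748 (adipocytes). No such correlation is given for the simulated sets. They therefore do not show how often camera with the preset correlation calls unchanged lists in these libraries.

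The genes named are those the paper names for the transcriptome, whose values in its tables had been seen, the 10 with the largest rise and the 10 with the largest fall among genes past the threshold with a mean of at least 1 CPM and no overlap between genotypes, and up to 4 members of each list with the smallest p. Predicted genes were to be counted and not named. The 3 that passed are named nevertheless, since so few genes passed. A gene with 0 counts in each library of a genotype is given as a bound against a floor of 3 counts per library. These floors cover counting error only.

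Alternatives were DESeq2, limma-voom, library quality weights, RLE factors, no low-count filter, at least 10 counts in every library, the effective length offset, a block for the replicate number, a change over 1.5-fold and leaving out each library in turn. In the block *Col3a1*+/+ replicate 4 has no partner and adds nothing to the genotype difference. The block is therefore not separate from leaving that library out, and it pairs the other libraries by numbers that do not pair the mice. DESeq2 with a library left out, DESeq2 with effective lengths, and both tests on protein-coding genes only were added after the data were seen. Protein assays, droplet digital PCR and the other experiments of the paper used other mice and were not analysed here, nor were the Hallmark and Canonical pathways collections.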

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

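The definition of genes with counts in every library of only 1 genotype was chosen after the data were seen, as were DESeq2 with a library left out, the removal of each library's trend with gene length and the separate test of the 2 such genes not known to lie on another chromosome than *Col3a1*, while the other tests here were written before their results were seen.

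*Otud1*, *Fbxo30* and *Klf6* rose (log2 fold changes 1.29, 1.14 and 1.15) and *Gm44777* fell (log2 fold change -1.83) in *Col3a1* +/G182R aortas by edgeR, and the paper's text, tables and labels of Fig 5 do not name them. The number of genes called between the genotypes was 6 by edgeR and 650 by DESeq2, and chance cannot be excluded for either, since 2 of 35 splits of the libraries, the real one included, gave as many, with 231 and 1824 genes in the highest of the others. That split sets *Col3a1*+/+ replicates 2, 3 and 4 against *Col3a1*+/+ replicate 1 and the *Col3a1* +/G182R libraries, which points to a structure of the samples, and without *Col3a1*+/+ replicate 1 edgeR called 183 genes and DESeq2 1787. The 19 lists past camera's threshold were matched by 12 of 35 splits (highest other 24), so chance cannot be excluded there either. Deeper sequencing of *Col3a1* +/G182R libraries stays open for edgeR's genes. After thinning to the smallest total, a median of 83.3% of them were still called, but from 0 to 100% over 5 draws. DESeq2 then called 571 to 632 genes and kept 80.4 to 84.5% of its 650. This argues against depth as the whole cause for DESeq2's genes. The Spearman correlation between log2 fold change and gene length was 0.269 over 13480 protein-coding genes, which 5 of 35 splits matched (highest other 0.312), and 0.286 with the effective length offset. With each library's trend over gene length removed (correlation -0.0043), edgeR's 6 genes kept a median of 99.1% of their log2 fold change (quartiles 94.9 to 99.2) and DESeq2's 650 genes 92.6% (quartiles 84.1 to 100.7), which argues against this trend as the whole cause. edgeR then called 5 of the 6, without *Klf6* (log2 fold change 1.15, standard error 0.142, before and 1.05, standard error 0.136, after, adjusted p = 0.0502), and DESeq2 426 of the 650. A part of length in the number of calls stays open, and so does the genotype itself.

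The heat shock and immediate early lists were higher in *Col3a1* +/G182R by camera, but neither with an estimated correlation (adjusted p = 0.772 and 0.618) nor with fry (adjusted p = 0.426 and 0.0840), and 1 library may hold much of the first. Without *Col3a1* +/G182R replicate 3 the heat shock list did not pass (camera adjusted p = 0.0832, the highest for both lists without any 1 *Col3a1* +/G182R library), while the immediate early list passed without each library (6.07e-07 to 6.35e-04). A difference in time of day at sampling cannot be told apart, since the median absolute log2 fold change of 7 clock genes was 0.581, and none of them passed edgeR (1 at an unadjusted p under 0.05) or DESeq2. The log2 fold changes of *Arntl* and *Npas2* were 0.02 and 0.04 (standard errors 0.193 and 0.134). Those of *Nr1d1*, *Dbp*, *Per2*, *Per3* and *Ciart* were -0.79, -0.77, -0.58, -0.45 and -0.85. The genotype stays among the open explanations.

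A group of 3 genes had counts in each *Col3a1* +/G182R library and 0 counts in each *Col3a1*+/+ library. They are *Capn11* (0.645 CPM, at least 3.69-fold higher), *Ugt1a6b*, which shares exons with its paralogs (1.27 CPM, at least 7.26-fold higher), and a gene absent from the annotation, listed as ENSMUSG00000096271 (3.31 CPM, at least 18.9-fold higher). Another 3 were seen in *Col3a1*+/+ and had 0 counts in each *Col3a1* +/G182R library, *Gm12191* (6.27 CPM), *Gm26533* (2.43 CPM) and *Gm44987* (2.89 CPM, at least 20.6-fold lower), against a floor of 3 counts per library. Chance cannot be excluded, since 2 of 35 splits, the real one included, gave as many as these 6 genes, with 6 in the highest of the others. Of the 5 genes with a known place 0 lie within 20000000 bases of *Col3a1*, and 4 of them lie on chromosomes 7, 11, 17 and 18, which argues against a stretch of donor chromosome around *Col3a1* for these 4. It stays open for the other 2, *Ugt1a6b*, which lies 42791714 bases away on chromosome 1, so that a longer stretch would be needed, and the gene absent from the annotation.

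Of 139 measures, 8 had a *Col3a1*+/+ library far from the other 3, where chance gives about 1 in 20, and *Col3a1*+/+ replicate 1 held 5 of them. In *Col3a1*+/+ replicate 1 pseudogenes took 3.04% of the counts against 4.81 to 5.14 in the other *Col3a1*+/+ libraries and 3.53 to 4.46 in *Col3a1* +/G182R (gap over range 0.843). *Ace* was 239 CPM against 114 to 119.7 in the other *Col3a1*+/+ libraries and 176 to 178 in *Col3a1* +/G182R (gap over range 0.955) in the same library. Decorin, *Dcn*, stood at 528 CPM against 129 to 195 in the other *Col3a1*+/+ libraries and 490.4 to 580.5 in *Col3a1* +/G182R (gap over range 0.834) there. The list of fibrillar and network collagens had a mean log2 CPM of 7.46 against 7.06 to 7.12 in the other *Col3a1*+/+ libraries and 7.09 to 7.23 in *Col3a1* +/G182R (gap over range 0.837), and that of granulocytes and mast cells 0.0035 against 1.05 to 1.18 in the other *Col3a1*+/+ libraries and 0.483 to 1.12 in *Col3a1* +/G182R (gap over range 0.897). In *Col3a1*+/+ replicate 3 *Adamts1* was 84.4 CPM against 54.1 to 57.6 in the other *Col3a1*+/+ libraries and 121 to 238 in *Col3a1* +/G182R (gap over range 0.887). In that library *Mvd* was 9.67 CPM against 5.39 to 5.62 in the other *Col3a1*+/+ libraries and 3.50 to 3.99 in *Col3a1* +/G182R (gap over range 0.948) and *Msln* 1.93 CPM against 0.0926 to 0.338 in the other *Col3a1*+/+ libraries and 0.404 to 1.75 in *Col3a1* +/G182R (gap over range 0.867).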

How the results depend on the processing

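Chosen only after the results were seen were DESeq2 with effective lengths or with a library left out and edgeR and camera on protein-coding genes alone, called added here. Of the tests of named genes under alternatives with all libraries, 1324 stayed on their side of the threshold, 140 passed it newly and 4 no longer did, and with a library left out these numbers were 1247, 18 and 30. The log2 fold change had the other sign in 11 and 13 of these tests, none past the threshold. For lists they were 297, 5 and 46 with all libraries, of which 19 were lost with an estimated correlation and 18 with fry, and 264, 8 and 34 with a library left out, where 1 list reversed, and the direction was the other one in 12 and 25 of these list tests. Under the added alternatives 298 tests of named genes stayed, 58 passed newly and 3 no longer did, and 37 list tests stayed and 4 no longer passed, with the other direction in 3 and 2. The number of differentially expressed genes, 6 with 3 higher and 3 lower, became 650 (285 and 365) with DESeq2, 11 (8 and 3) with limma-voom, 546 (263 and 283) with library quality weights, 353 (186 and 167) with no low-count filter, 14 (10 and 4) with the effective length offset and 46 (30 and 16) with the replicate block, and was 847 (346 and 501) with the added DESeq2 fit with effective lengths. It was 0 (0 and 0) with edgeR on genes with at least 10 counts in every library, where fewer genes were tested, and 0 (0 and 0) in the added fit of protein-coding genes, with 3046 and 2847 genes at an unadjusted p under 0.05. RLE factors and a change over 1.5-fold kept 6. MAPK genes called, 0 with edgeR, were 8 higher and 5 lower with DESeq2, 6 and 5 with library quality weights, 6 and 1 with no low-count filter and 8 and 2 with the added DESeq2 fit. For the list of S4 Table they were 0 and 2 with DESeq2, 1 and 1 with library quality weights, 6 and 2 with no low-count filter, and 2 and 2, 4 in all, with the added DESeq2 fit. The lists past the threshold, 15 higher and 4 lower, became 0 and 0 with an estimated correlation and 0 and 1 with fry. The MAPK list had an adjusted p of 0.0821 in the added test on protein-coding genes, 0.686 with an estimated correlation and 0.158 with fry. The agreement of fold changes with S3 Table, as a Pearson correlation, moved to 0.915 with library quality weights, 0.892 with the replicate block, 0.999901 with the effective length offset and 0.999975 with the added DESeq2 fit. The agreement of fold changes with S4 Table was 0.976 for limma-voom, 0.931 for library quality weights, 0.962 for no low-count filter, 0.950 for the block, 0.999988 and 0.999994 for the fits with effective lengths, and the agreement of fold changes with S8 Table 0.999991 and 0.999985 for the latter. Leaving out 1 library at a time, edgeR called 0 to 183 genes (183 without *Col3a1*+/+ replicate 1, 32 without *Col3a1*+/+ replicate 4), 0 to 86 higher and 0 to 97 lower, 0 to 1 MAPK genes in each direction and 0 to 1 lower in the list of S4 Table (1 each without *Col3a1*+/+ replicate 1), and 0 higher there. Lists past the threshold ran from 3 to 15 higher (3 without *Col3a1*+/+ replicate 2, 9 without *Col3a1* +/G182R replicate 3) and 3 to 5 lower, the MAPK list's adjusted p from 0.0199 to 0.156, and the correlations from 0.881 to 0.939 for S3 Table, 0.842 to 0.983 for S4 Table and 0.770 to 0.973 for S8 Table. The list of oxidative phosphorylation subunits had 0.0347 to 0.906, with the direction reversed without *Col3a1* +/G182R replicate 2 (0.0430). DESeq2, added, called 106 to 1787 genes, 1 to 34 MAPK genes, 2 to 6 genes of S4 Table and 0 to 1 of S8 Table (1 without *Col3a1*+/+ replicate 1). In edgeR and limma the list of S8 Table stayed at 0 and the difference in *Col3a1* stayed above the threshold under each alternative. Apart from fewer genes or fewer libraries, the cause was not tested. Small changes were often missed in simulated data with the same libraries, where edgeR recovered 7.58% of 1.5-fold changes and DESeq2 25.8%. False calls there were 6 among 96 and 34 among 146. Neither depth nor the number of mice was varied in that simulation.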

Differences from the paper's values

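All but the fits of DESeq2 with a library left out or with effective lengths and of protein-coding genes alone were set before the data were examined. Counts are set side by side at the paper's threshold of an adjusted p below 0.05. The paper's number of differentially expressed genes is 210, and edgeR called 6 here. Of the alternatives, the number fell within 1.5 times the paper's without *Col3a1*+/+ replicate 1 (183), and not with DESeq2 (650), limma-voom (11), library quality weights (546), RLE factors (6), no low-count filter (353), at least 10 counts in every library (0), the effective length offset (14), the replicate block (46) or without any 1 of the other libraries (0 to 32). DESeq2 without *Col3a1*+/+ replicate 3, chosen after the values were seen, gave 169 and left uncalled 5 of the 7 genes that the paper's text calls. The paper's number of lower genes is 140 and that here 3. It was within that distance with no low-count filter (167) and without *Col3a1*+/+ replicate 1 (97), and not under the others (0 to 365). The paper's number of higher genes is 70 and that here 3. It was within that distance without *Col3a1*+/+ replicate 1 (86), and not under the others (0 to 285). DESeq2 without *Col3a1*+/+ replicate 3 (86, 5 of those 7 genes uncalled) or without *Col3a1* +/G182R replicate 2 (50, 4 uncalled) also came within it, both chosen after the values were seen.

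The paper's number of MAPK genes called is 5, and edgeR called 0 here. It was 7 with no low-count filter, within 1.5 times, and 13 with DESeq2, 11 with library quality weights, 2 without *Col3a1*+/+ replicate 1 and 0 with the other alternatives. DESeq2 without *Col3a1*+/+ replicate 2, chosen after the values were seen, called 7 and left uncalled 5 of the 7 genes. The paper's number in S4 Table is 4, and edgeR called 0 here, with 2 by DESeq2, 2 with library quality weights, 8 with no low-count filter, 1 without *Col3a1*+/+ replicate 1 and 0 with the other alternatives, none within 1.5 times. DESeq2 with effective lengths gave 4, and DESeq2 without *Col3a1*+/+ replicate 1 (5), *Col3a1*+/+ replicate 4 (3), *Col3a1* +/G182R replicate 1 (6) or *Col3a1* +/G182R replicate 2 (3) came within that distance. These were chosen after the values were seen and left uncalled 3, 4, 4, 4 and 4 of the 7 genes.

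The paper's log2 fold change of *Rps6ka5* is 1.03 and that here 0.80 (standard error 0.189). It was within the standard error of each fit with the effective length offset (1.04), the replicate block (0.89) and without *Col3a1*+/+ replicate 2 (0.89), *Col3a1*+/+ replicate 4 (0.86) or *Col3a1* +/G182R replicate 2 (0.84). It was not with DESeq2 (0.80), limma-voom (0.82), library quality weights (0.86, with a smaller error), RLE factors (0.79), no low-count filter (0.82), at least 10 counts in every library (0.78) or without *Col3a1*+/+ replicate 1 (0.75), *Col3a1*+/+ replicate 3 (0.68), *Col3a1* +/G182R replicate 1 (0.76) or *Col3a1* +/G182R replicate 3 (0.77). Of the settings chosen after the values were seen, it was so for DESeq2 with effective lengths (1.04) and for DESeq2 without *Col3a1*+/+ replicate 2 (0.89), *Col3a1*+/+ replicate 4 (0.87), *Col3a1* +/G182R replicate 1 (0.77), *Col3a1* +/G182R replicate 2 (0.85) or *Col3a1* +/G182R replicate 3 (0.78), which left uncalled 3, 5, 4, 4, 4 and 6 of the 7 genes. It was not for DESeq2 without *Col3a1*+/+ replicate 1 (0.76) or *Col3a1*+/+ replicate 3 (0.69) or for protein-coding genes alone (0.77). The paper's log2 fold change of *Tgfb2* is -0.0178 and that here 0.0030 (standard error 0.340), a difference in sign. The sign was the paper's with library quality weights (-0.07), RLE factors (-0.0027), at least 10 counts in every library (-0.0059), the effective length offset (-0.0081), the replicate block (-0.23) and without *Col3a1*+/+ replicate 2 (-0.08), *Col3a1*+/+ replicate 4 (-0.20), *Col3a1* +/G182R replicate 2 (-0.05) or *Col3a1* +/G182R replicate 3 (-0.28), and, chosen after the values were seen, with protein-coding genes alone (-0.02) and DESeq2 with effective lengths (-0.01) or without *Col3a1*+/+ replicate 2 (-0.08), *Col3a1*+/+ replicate 4 (-0.19), *Col3a1* +/G182R replicate 2 (-0.06) or *Col3a1* +/G182R replicate 3 (-0.27), which left uncalled 7, 3, 5, 4, 4 and 6 of the 7 genes. It was not with DESeq2 (0.0016), limma-voom (0.0070), no low-count filter (0.02) or without *Col3a1*+/+ replicate 1 (0.24), *Col3a1*+/+ replicate 3 (0.08) or *Col3a1* +/G182R replicate 1 (0.27), nor with DESeq2 without these (0.24, 0.08 and 0.28).

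The fits that use effective lengths gave fold changes closest to the paper's. For edgeR with that offset the agreement of fold changes with S3 Table was 0.999901 and the agreement of fold changes with S4 Table 0.999988 as Pearson correlations, and for DESeq2 with effective lengths, chosen after the values were seen, 0.999975 and 0.999994. In the main fit, which leaves effective lengths out, they were 0.953 and 0.991. The differences in fold change from these tables thus nearly vanished once effective lengths were used. The numbers of genes called by these fits, 14 with edgeR and 847 with DESeq2, still differed from the paper's.

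The paper calls *Dusp10*, *Hspa1a*, *Hspa1b* and *Rps6ka5* as upregulated and *Map2k3* and *Wwp2* as downregulated. The direction was the same here, and edgeR's adjusted p ran from 0.0907 for *Wwp2* to 0.173 for *Map2k3*. *Dusp10* was called by DESeq2 and with library quality weights, *Rps6ka5* by these and with no low-count filter, and *Wwp2* by DESeq2, with library quality weights, with no low-count filter and without *Col3a1*+/+ replicate 1. *Hspa1a* and *Hspa1b* were called with no low-count filter and *Map2k3* under no alternative. Of the settings chosen after the values were seen, DESeq2 with effective lengths called *Dusp10*, *Rps6ka5* and *Wwp2* and left *Hspa1a*, *Hspa1b* and *Map2k3* uncalled, DESeq2 with a library left out called 1 to 3 of the 7, *Hspa1a* and *Hspa1b* only without a *Col3a1* +/G182R library, and edgeR on protein-coding genes alone called 0. The paper states that the MAPK signaling pathway was not significantly increased in its enrichment analysis over another collection. The list passed here with camera (adjusted p = 0.0388) and with preranked enrichment over these lists (adjusted p = 9.15e-04), and not with an estimated correlation (adjusted p = 0.686). The paper names gene sets of TNFα signaling and of hypoxia as enriched among upregulated genes. The hand-written lists on these themes, which hold other genes, did not pass camera (adjusted p = 0.30 and 0.856), though the first passed with no low-count filter (adjusted p = 0.0339), and that of cytokines and the inflammatory response, a theme the paper names too, did (adjusted p = 0.00926, and adjusted p = 0.686 with an estimated correlation). The paper's methods place the substitution 1 codon further along the coding sequence than G544A, counted from 1 at the A of the start codon, which its probes and the named residue give.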

Other observations

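Of the tests in this part, those on protein-coding genes alone were chosen after the results were seen.

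Markers of lymphatic endothelium, adventitial fibroblasts, adipocytes and red blood cells, and genes that respond to glucocorticoids, were as groups higher in *Col3a1* +/G182R than in *Col3a1*+/+ aortas by camera, and none of these calls held with an estimated correlation (adjusted p = 0.686 to 0.830). Of 7 lymphatic markers 7 were higher, with a median log2 fold change of 0.82 (camera adjusted p = 0.0113, and adjusted p = 0.686 with an estimated correlation). *Lyve1*, a hyaluronan receptor also found on some macrophages, had 4.85 ± 1.51 CPM (SD, n = 4) in *Col3a1*+/+ and 11.6 ± 6.51 CPM (SD, n = 3) in *Col3a1* +/G182R, a log2 fold change of 1.24 (standard error 0.368, edgeR adjusted p = 0.167, DESeq2 adjusted p = 0.0321), and 0.68 without *Col3a1* +/G182R replicate 3. Of 20 fibroblast markers 18 were higher, with a median of 0.29 (camera adjusted p = 0.00610, and adjusted p = 0.772 with an estimated correlation). Of 20 adipocyte markers 18 were higher, with a median of 0.46 (camera adjusted p = 0.00952, and adjusted p = 0.830 with an estimated correlation). The adipokine gene *Adipoq* had 99.6 ± 29.5 CPM (SD, n = 4) in *Col3a1*+/+ and 190.3 ± 75.4 CPM (SD, n = 3) in *Col3a1* +/G182R, a log2 fold change of 0.94 (standard error 0.299, edgeR adjusted p = 0.170, DESeq2 adjusted p = 0.0473). Of 32 genes of fatty acid use and lipid storage 26 were higher, with a median of 0.26 (camera adjusted p = 0.0407, and adjusted p = 0.894 with an estimated correlation), and of 20 endothelial markers 15, with a median of 0.15 (camera adjusted p = 0.0468, and adjusted p = 0.894 with an estimated correlation). Of 8 erythroid genes 7 were higher, with a median of 0.77 (camera adjusted p = 0.0314, and adjusted p = 0.772 with an estimated correlation). Of 23 glucocorticoid-responsive genes 19 were higher, with a median of 0.55 (camera adjusted p = 0.00999, and adjusted p = 0.772 with an estimated correlation), and *Sgk1*, a kinase that regulates sodium transport, had 28.0 ± 5.36 CPM (SD, n = 4) in *Col3a1*+/+ and 57.0 ± 20.4 CPM (SD, n = 3) in *Col3a1* +/G182R, a log2 fold change of 1.03 (standard error 0.230, edgeR adjusted p = 0.144, DESeq2 adjusted p = 0.00505). In edgeR 0 genes of these lists passed over all genes, with 2, 5, 3, 3, 3, 2 and 8 at an unadjusted p under 0.05 and 1, 0, 1, 0, 0, 0 and 2 called by DESeq2. Adjusted over the list alone, 3 glucocorticoid-responsive genes were higher and 0 of the others.

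Genes of skeletal and cardiac muscle, of cholesterol synthesis and RNAs retained in the nucleus were lower as groups by camera, and none of these calls held with an estimated correlation (adjusted p = 0.530 to 0.772). Of 10 nuclear RNAs 10 were lower, with a median of -0.47 (camera adjusted p = 5.08e-04, and adjusted p = 0.686 with an estimated correlation). *Neat1*, the scaffold of paraspeckles, had 1454 ± 508 CPM (SD, n = 4) in *Col3a1*+/+ and 623 ± 76.7 CPM (SD, n = 3) in *Col3a1* +/G182R, a log2 fold change of -1.22 (standard error 0.261, edgeR adjusted p = 0.136, DESeq2 adjusted p = 5.89e-04), and the imprinted *Meg3* had 222 ± 78.9 CPM (SD, n = 4) in *Col3a1*+/+ and 125 ± 19.6 CPM (SD, n = 3) in *Col3a1* +/G182R, a log2 fold change of -0.84 (standard error 0.254, edgeR adjusted p = 0.167, DESeq2 adjusted p = 0.0377). Of 17 skeletal muscle genes 14 were lower, with a median of -0.47 (camera adjusted p = 0.00392, and adjusted p = 0.530 with an estimated correlation). The muscle enolase gene *Eno3* had 28.9 ± 9.48 CPM (SD, n = 4) in *Col3a1*+/+ and 14.5 ± 1.55 CPM (SD, n = 3) in *Col3a1* +/G182R, a log2 fold change of -0.99 (standard error 0.239, edgeR adjusted p = 0.149, DESeq2 adjusted p = 0.00913). Of 8 cardiac muscle genes 6 were lower, with a median of -1.02 (camera adjusted p = 0.0113, and adjusted p = 0.772 with an estimated correlation), and *Myh6*, a cardiac myosin heavy chain, had 6.84 ± 6.22 CPM (SD, n = 4) in *Col3a1*+/+ and 0.497 ± 0.396 CPM (SD, n = 3) in *Col3a1* +/G182R, a log2 fold change of -3.73 (standard error 0.978, edgeR adjusted p = 0.158, DESeq2 adjusted p = 0.0357). Of 25 genes of cholesterol synthesis and uptake 21 were lower, with a median of -0.29 (camera adjusted p = 0.00596, and adjusted p = 0.772 with an estimated correlation). In edgeR 0 of these genes passed over all genes, with 7, 4, 5 and 5 at an unadjusted p under 0.05 and 4, 2, 3 and 1 called by DESeq2. Adjusted over the list alone 6, 2, 4 and 0 were lower.

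The complement, immediate early, nuclear RNA and skeletal muscle lists passed camera without each library. The call ended without *Col3a1*+/+ replicate 2 for lymphatic (adjusted p = 0.106), fibroblast (0.168), adipocyte (0.168), fatty acid (0.230), endothelial (0.858), erythroid (0.119), glucocorticoid (0.0788) and cardiac (0.0788) lists. It ended without *Col3a1* +/G182R replicate 3 for the adipocyte (0.195), fatty acid (0.816), endothelial (0.295) and glucocorticoid (0.276) lists. Without *Col3a1*+/+ replicate 1 it ended for adipocyte (0.123), fatty acid (0.353), endothelial (0.0705), erythroid (0.0855) and cardiac (0.112) lists. The fatty acid (0.0775) and endothelial (0.0706) calls also ended without *Col3a1* +/G182R replicate 2, the erythroid call without *Col3a1*+/+ replicate 4 (0.0571) or *Col3a1* +/G182R replicate 1 (0.179) and the cholesterol call without *Col3a1* +/G182R replicate 1 (0.0776). With all libraries, fry kept the skeletal muscle list and ended the other calls above. Preranked enrichment on the DESeq2 statistic did not pass the lymphatic (0.0643), endothelial (0.0680) and erythroid (0.0924) lists. The erythroid call also ended with library quality weights (0.0627), at least 10 counts in every library (0.0531) and the replicate block (0.0627), the cardiac call with at least 10 counts in every library (0.0568), and the fatty acid and endothelial calls over protein-coding genes alone (0.0669 for both).

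A different amount of perivascular fat could give many called genes, and the brown adipocyte list argues against it for brown fat, with a median of 0.0911 over 14 genes (9 higher and 5 lower, camera adjusted p = 0.865), while fat of another kind stays open. The paper's methods report that the proximal thoracic aorta was cleared of fat before freezing. A different amount of skeletal muscle in the dissected aortas cannot be told apart from the genotype, with a median of -0.465 in its list.

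Other lists did not pass camera. They were the contractile smooth muscle list (median 0.03 over 30 genes, camera adjusted p = 0.422), collagens (median -0.06 over 25 genes, camera adjusted p = 0.502), matrix proteases (median 0.15 over 31 genes, camera adjusted p = 0.112), Schwann and neural markers (median 0.16 over 11 genes, camera adjusted p = 0.451), cartilage and bone (median -0.29 over 5 genes, camera adjusted p = 0.0992), B and plasma cells (median -0.64 over 5 genes, camera adjusted p = 0.831) and androgen-responsive genes (median 0.22 over 14 genes, camera adjusted p = 0.257). The list of proliferation genes had a median of -0.42 over 30 genes (camera adjusted p = 0.363) and passed without *Col3a1*+/+ replicate 3 (0.00111). Matrix proteases passed without *Col3a1*+/+ replicate 1 (0.0154) and with no low-count filter (0.00882). Mitochondrially encoded genes (median 0.10 over 13 genes, camera adjusted p = 0.502) passed without *Col3a1* +/G182R replicate 3 (0.00420), and subunits of oxidative phosphorylation (median 0.01 over 72 genes, camera adjusted p = 0.778) without *Col3a1* +/G182R replicate 1 (0.0347), with library quality weights (0.0461) and, in the other direction, without *Col3a1* +/G182R replicate 2 (0.0430). The median and the test had different signs in the lists of collagen processing (median 0.005 over 30 genes, camera adjusted p = 0.563), elastic fibre and microfibril genes (median 0.03 over 22 genes, camera adjusted p = 0.713), circadian clock genes (median 0.02 over 21 genes, camera adjusted p = 0.978) and granulocyte and mast cell markers (median -0.20 over 8 genes, camera adjusted p = 0.992). Genes of the Y chromosome and *Xist* had a median of 0.14 over 5 genes (camera adjusted p = 0.516). With edgeR 0 genes of the lists above passed over all genes. Adjusted over the list alone, 1 contractile gene, *Myocd*, 1 matrix protease and 2 genes of the Y chromosome and *Xist* list were higher. In the same test 1 gene of collagen processing and 1 androgen-responsive gene were lower. *Myocd* had 30.0 ± 9.66 CPM (SD) in *Col3a1*+/+ and 84.2 ± 32.9 CPM (SD) in *Col3a1* +/G182R. Its log2 fold change was 1.48 (standard error 0.294, edgeR adjusted p = 0.119, DESeq2 adjusted p = 3.49e-04). DESeq2 called 2 higher in the contractile list, 2 higher and 1 lower among matrix proteases and 3 lower in collagen processing. It called 2 oxidative phosphorylation subunits and 1 clock gene higher, and 1 collagen and 1 androgen-responsive gene lower. Lists with fewer than 5 genes were those of lung epithelium, *Ager* (log2 fold change -0.57, and -0.97 to -0.26 without 1 library) and *Hopx* (0.11, and -0.20 to 0.44), of T and NK cells, *Thy1* (-0.08, and -0.30 to 0.14), and of mesothelium, *Upk3b* (1.45, and 1.07 to 2.03), *Krt18* (-0.50, and -0.93 to -0.27), *Rspo1* (0.75, and 0.38 to 1.08) and *Msln* (0.86, and 0.40 to 1.25). The sign turned for *Hopx* without *Col3a1*+/+ replicate 2 (-0.13) or *Col3a1* +/G182R replicate 3 (-0.20) and for *Thy1* without *Col3a1*+/+ replicate 1 (0.14), *Col3a1*+/+ replicate 4 (0.02) or *Col3a1* +/G182R replicate 1 (0.03). The range of *Msln* lacks *Col3a1*+/+ replicate 3, which held 1.93 CPM against 0.0926 to 0.338 in the other *Col3a1*+/+ libraries and without which the gene was not tested. No gene of these passed edgeR's test or DESeq2's, with 1, *Upk3b*, at an unadjusted p under 0.05 in both.

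Other genes that the paper measured in mice of another age were also read from these libraries. *Serpinh1*, the collagen chaperone HSP47, had a log2 fold change of 0.05 (standard error 0.135, edgeR adjusted p = 0.853). *Atf6*, a sensor of the unfolded protein response, had a log2 fold change of 0.31 (standard error 0.162, edgeR adjusted p = 0.303). The autophagy genes *Atg5* and *Atg7* had a log2 fold change of 0.37 (standard error 0.154, edgeR adjusted p = 0.220) and a log2 fold change of 0.08 (standard error 0.142, edgeR adjusted p = 0.767). The TGFβ receptor gene *Tgfbr1* had a log2 fold change of 0.45 (standard error 0.234, edgeR adjusted p = 0.301). The gene of ERK1, *Mapk3*, had a log2 fold change of -0.03 (standard error 0.115, edgeR adjusted p = 0.912). The protein kinase C genes *Prkca* and *Prkcb* had a log2 fold change of 0.37 (standard error 0.195, edgeR adjusted p = 0.303) and a log2 fold change of -0.51 (standard error 0.551, edgeR adjusted p = 0.608). Without *Col3a1*+/+ replicate 4 the log2 fold changes of *Atf6*, *Tgfbr1*, *Prkca* and *Prkcb* were 0.17, 0.24, 0.21 and -0.26, and that of *Prkcb* was -0.80 without *Col3a1*+/+ replicate 2, -0.20 without *Col3a1* +/G182R replicate 1 and -0.82 without *Col3a1* +/G182R replicate 2. With the replicate block the log2 fold changes of *Atf6*, *Tgfbr1*, *Prkca* and *Prkcb* were 0.18, 0.25, 0.22 and -0.22, and that of *Prkcb* was -0.09 with library quality weights. The block draws nothing on genotype from *Col3a1*+/+ replicate 4, so its values largely repeat those without that library. The small values of *Serpinh1*, *Atg7* and *Mapk3* turned sign to -0.03 without *Col3a1*+/+ replicate 4, -0.01 without *Col3a1*+/+ replicate 1 and 0.02 without *Col3a1* +/G182R replicate 3, and that of *Serpinh1* also with library quality weights (-0.02) and the block (-0.01).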
